# Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers

**DOI:** 10.1186/s12915-014-0109-x

**Published:** 2014-12-21

**Authors:** Yu Tao, Weisheng Zheng, Yonghua Jiang, Guitao Ding, Xinfeng Hou, Yitao Tang, Yueying Li, Shuai Gao, Gang Chang, Xiaobai Zhang, Wenqiang Liu, Xiaochen Kou, Hong Wang, Cizhong Jiang, Shaorong Gao

**Keywords:** Nucleosome organization, iPSC, ESC, Pluripotency, Chromatin remodeling, Gene expression

## Abstract

**Background:**

Nucleosome organization determines the chromatin state, which in turn controls gene expression or silencing. Nucleosome remodeling occurs during somatic cell reprogramming, but it is still unclear to what degree the re-established nucleosome organization of induced pluripotent stem cells (iPSCs) resembles embryonic stem cells (ESCs), and whether the iPSCs inherit some residual gene expression from the parental fibroblast cells.

**Results:**

We generated genome-wide nucleosome maps in mouse ESCs and in iPSCs reprogrammed from somatic cells belonging to three different germ layers using a secondary reprogramming system. Pairwise comparisons showed that the nucleosome organizations in the iPSCs, regardless of the iPSCs’ tissue of origin, were nearly identical to the ESCs, but distinct from mouse embryonic fibroblasts (MEF). There is a canonical nucleosome arrangement of -1, nucleosome depletion region, +1, +2, +3, and so on nucleosomes around the transcription start sites of active genes whereas only a nucleosome occupies silent transcriptional units. Transcription factor binding sites possessed characteristic nucleosomal architecture, such that their access was governed by the rotational and translational settings of the nucleosome. Interestingly, the tissue-specific genes were highly expressed only in the parental somatic cells of the corresponding iPS cell line before reprogramming, but had a similar expression level in all the resultant iPSCs and ESCs.

**Conclusions:**

The re-established nucleosome landscape during nuclear reprogramming provides a conserved setting for accessibility of DNA sequences in mouse pluripotent stem cells. No persistent residual expression program or nucleosome positioning of the parental somatic cells that reflected their tissue of origin was passed on to the resulting mouse iPSCs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-014-0109-x) contains supplementary material, which is available to authorized users.

## Background

Differentiated somatic cells can be reprogrammed into induced pluripotent stem cells (iPSCs) by the ectopic expression of a set of transcription factors [1]. iPSCs hold great potential for regenerative medicine without the ethical issues surrounding embryonic stem cells (ESCs). Additionally, because patient-specific iPSCs can be easily reprogrammed from differentiated somatic cells, they have a smaller risk of immunological rejection concomitant with cellular transplantation. iPSCs are similar to ESCs in a broad range of properties, such as the expression of pluripotency markers, unlimited self-renewal and the capacity to differentiate into many cell lineages, as well as the generation of viable all-iPSC mice through tetraploid complementation [2-4].

Somatic cell reprogramming involves epigenetic modification remodeling at different levels. DNA methylation is one of the well-studied epigenetic mechanisms that regulate gene expression, and it has been proposed to play an important role in reprogramming. Bisulfite genomic sequencing revealed that DNA demethylation occurred at the promoters of the pluripotency transcription factors *Oct4* and *Nanog* in the successfully reprogrammed iPSCs. Our recent study further confirmed that DNA demethylation could promote reprogramming by reactivating pluripotency genes, and we established an efficient reprogramming system by replacing *Oct4* with DNA hydroxylase *Tet1*, in conjunction with *Sox2*, *Klf4* and *c-Myc* [5].

Histone modifications are important chromatin signatures that activate or repress gene expression. For example, the methylation of histone H3 at lysines 4 and 9 are generally epigenetic marks for transcription activation and repression, respectively. Therefore, the histone modification status can greatly affect the generation of iPSCs. A recent study showed that H3K9 methylation at core pluripotency loci was a barrier to somatic cell reprogramming [6]. Comparison of the genome-wide maps of H3K4me3 and H3K27me3 occupancy demonstrated that human ESC and iPSC lines shared nearly identical profiles of these two types of histone modifications [7].

The nucleosome is the fundamental unit of eukaryotic chromatin. The characteristic nucleosomal architecture surrounding transcriptional start sites (TSSs) can influence gene regulation [8]. Densely packed nucleosomes form heterochromatin, whereas loosely packed nucleosomes constitute the relatively open euchromatin. Recent studies found that pluripotent stem cells had an open chromatin structure, and differentiated cells had a closed chromatin structure [9]. Although the aforementioned published work showed that mammalian pluripotent stem cells (ESCs and iPSCs) shared indistinguishable overall gene expression profiles, DNA methylation patterns and genome-wide maps of key histone modifications, the extent of the similarity of nucleosome positioning between iPSCs and ESCs has not yet been determined.

In our study, we established secondary induced iPSCs reprogrammed from endodermal, mesodermal or ectodermal somatic cells from full-term all-iPSC mice. We generated the genome-wide maps of the nucleosome positions using MNase-Seq, and we examined the gene expression profiles using RNA-Seq. Our results show that both the gene expression profiles and the nucleosome organization are nearly indistinguishable between iPSCs and ESCs. The subtle differences between the mouse secondary iPSC cell lines failed to reflect their tissue of origin. Active and silent genes exhibited distinct nucleosome occupancy patterns around the TSSs. Different types of transcription factor binding sites possessed characteristic topological relationships with the surrounding nucleosomes that may be important to the maintenance of pluripotency.

## Results

### Generation of secondary iPSCs from somatic cells belonging to the three different germ layers of all-iPSC mice

A secondary inducible iPSC system was utilized to generate iPSCs with a well-defined genetic background from three germ layer somatic cells; the similarity of the nucleosome organizations between these cells and normal ESCs was then compared. Mesodermal hematopoietic cells, adipocyte progenitor cells, ectodermal epidermal cells and endodermal stomach lining cells were collected from the all-iPSC mice, which were produced from a doxycycline-inducible iPSC line through tetraploid complementation [3,10]. The somatic cells were positive for the marker genes specific for the tissue of origin. Subsequently, the secondary iPSC lines 16-6, 32, S8 and T2 were established from mesodermal hematopoietic cells, adipocyte progenitor cells, ectodermal epidermal cells and endodermal stomach lining cells, respectively. All the iPSC lines were positive for alkaline phosphatase expression (Figure 1A). The pluripotency of the secondary iPSC lines were primarily characterized by immunocytochemical staining for pluripotency markers and by analyzing the expression of the pluripotency genes (Figure 1B and C). Moreover, the secondary iPSC lines possessed full developmental potential and produced full-term all-iPSC mice through tetraploid complementation [see Additional file 1: Figure S1A]. The efficiency of the generation of all-iPSC mice through tetraploid complementation is summarized in Additional file 2: Table S1. After the most stringent validation of pluripotency, the four iPSC lines derived from the three germ layers of the viable all-iPSC mice were selected for the following experiments.

**Figure 1:**
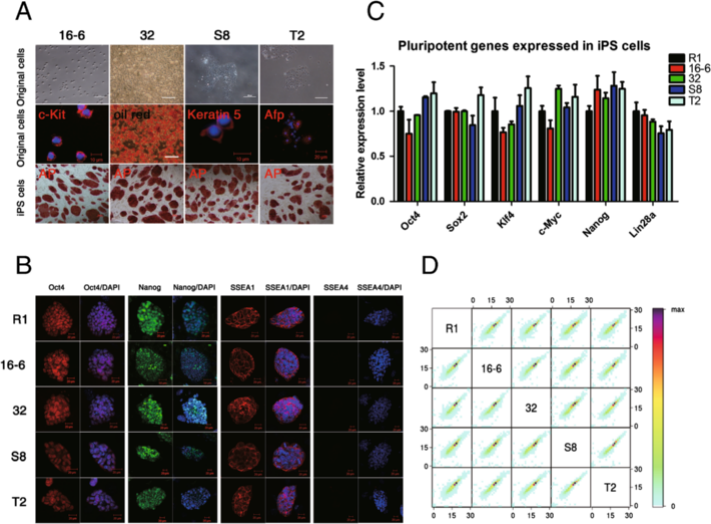
**Pluripotency and global gene expression profiles of mouse secondary iPSCs. A)** Morphology and tissue specificity of the three germ layer somatic cells before reprogramming and positive alkaline phosphatase staining after reprogramming. **B)** Immunofluorescent staining demonstrated that the R1 ESC and iPSC lines were positive for Oct4, Nanog and SSEA1 expression, but negative for SSEA4 expression. Scale bars, 20 μm. **C)** qPCR results revealed no difference in the expression levels of key pluripotency factors between the ESC R1 and the iPSC lines. **D)** The transcriptomes of the ESC R1 and four iPSC lines were highly correlated pairwise (Spearman R-values ≥0.95). The color bar shows the gene number in each comparison. The RNA-seq data were highly reproducible [see Additional file 1: Figure S1]. Secondary iPS cell lines 16-6, 32, S8 and T2 were derived from mesodermal hematopoietic cells, adipocyte progenitor cells, ectodermal epidermal cells and endodermal stomach lining cells from the all-iPSC mice, respectively. ESC, embryonic stem cells; iPSCs, induced pluripotent stem cells.

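RNA-seq was carried out on the ESC line R1, a mouse line derived from an embryo, and on the secondary iPSC lines 16-6, 32, S8 and T2. Secondary iPSCs are obtained from somatic cells of all-iPSC mice, which carry inducible reprogramming factors in every cell. Line 16-6 came from hematopoietic cells and line 32 from adipocyte progenitors, both of the mesoderm, S8 from epidermal cells of the ectoderm, and T2 from the stomach lining of the endoderm. R1, 16-6 and 32 had 2 replicate libraries each and S8 and T2 had 1 library each, so that 8 libraries were compared. The paper states that reads were mapped to mm9 with TopHat 2.0.4, that uniquely matching alignments were kept, and that Cufflinks 2.0.2 computed the expression of each gene. The deposited values are FPKM (fragments per kilobase of transcript per 1000000 mapped fragments) with a lower and an upper confidence limit for 22878 gene entries, which carry 22499 distinct gene names. The FPKM of a library summed to between 1.14408e+10 and 1.60283e+10, far above the usual order of FPKM, while the upper quartile was nearly the same in every library. All values were therefore divided by 1 common constant, 12725.7, which set the median library total to 1000000 and left ratios and ranks as they were. After this step the upper quartile lay between 16.29 in the first library of 32 and 17.61 in the second library of R1. The highest 10 genes, mainly small nucleolar RNA genes, held 25.31% to 26.51% of the total in 32, 19.24% to 20.41% in R1 and 16-6, 13.63% in S8 and 12.75% in T2.

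Table S4 lists 20578373 and 21504776 uniquely mapped reads for R1, 20627307 and 20651569 for 16-6, 20452803 and 20949728 for 32, 64484659 for S8 and 69721299 for T2. The files give no read counts, but the depth behind the FPKM was estimated from the confidence limits. Where sampling noise is the only uncertainty, the upper limit exceeds the FPKM by 2 divided by the square root of the number of fragments. Among genes with fewer than 50 fragments, 79.9% to 81.4% gave a whole number of fragments to within 0.01. In units of 1000000, the fragments implied in this way summed to 15.5 and 16.4 in R1, 16.2 and 16.1 in 16-6, 16.1 in both libraries of 32, 16.5 in S8 and 16.7 in T2. These sums are approximate, since Cufflinks widens the limits of genes with several transcripts. The FPKM that 1 fragment was worth at the same gene was 1.009 times that of the first library of R1 in S8 and 0.94 times in T2, so the values of S8 and T2 rest on about as many fragments as the others. Between 5 and 15 genes per library had the Cufflinks status FAIL and 269 had the status LOWDATA. Their values were kept.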

RNA-Seq was first conducted to explore the differences in the global gene expression profiles between the secondary iPSC and the ESC lines. 

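Replicate libraries were compared over all 22878 genes by the Spearman correlation of their FPKM, taken across genes, which are not independent replicates. The rho was 0.9743 between the libraries of R1, 0.9742 between those of 16-6 and 0.9709 between those of 32, or 0.9732 ± 0.0019 (SD, n = 3 pairs). S8 and T2 had no replicates. Between libraries of different lines, the rho was 0.9556 ± 0.0051 (SD over 25 pairs), and the highest of them, 0.9706 between S8 and T2, lay below every replicate pair. With log2(FPKM + 1) and Pearson's coefficient, which weights the highly expressed genes more, the lowest replicate value rose to 0.984. At least a 2-fold difference in FPKM + 1 was seen in 126 genes between the libraries of R1, 118 for 16-6 and 123 for 32, among 13693 genes with an FPKM of at least 1 in at least 1 library.

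The implied fragments of replicates were also set against Poisson sampling noise, over genes with at least 20 fragments in the pair of libraries and fewer than 2000 in each. The variance of the difference was 1.34 times the Poisson variance for R1 (5308 genes), 1.08 times for 16-6 (4923 genes) and 1.29 times for 32 (4971 genes). Before this test was run, a ratio of at most 1.1 had been set as the mark of repeated sequencing of the same RNA, and 16-6 lies under it. A chi-square test over genes, which with so many genes detects a small excess, still gave p = 7.9e-05 for 16-6. Its libraries were kept as 2 samples. In a fit chosen after seeing the data, with their mean counted as 1 sample, the genes that differ from R1 in 16-6 numbered 980 in place of 974. For libraries of different lines the same ratio ranged from 10.07 to 27.93. Among the genes counted, a minority of all genes that leaves out those with the most fragments, the spread between replicates thus came close to sampling noise. The paper describes the replicates as biological and takes their correlation as evidence of high reproducibility.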

Our results showed high reproducibility of the genome-wide gene expression profiling [see Additional file 1: Figure S1B]. 

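The FPKM of replicates were averaged for each line, as in the paper's methods, and each iPSC line was compared with R1 across all 22878 genes. Spearman's rho with R1 was 0.9625 for 16-6, 0.9569 for 32, 0.9543 for T2 and 0.949 for S8. Single libraries gave 0.9575 to 0.9604 for 16-6 and R1 (4 pairs), 0.9515 to 0.9535 for 32 and R1 (4 pairs), 0.9532 to 0.955 for T2 and R1 (2 pairs), and 0.9486 to 0.9506 for S8 and R1 (2 pairs). Averaging raised the rho of the lines with 2 libraries, and among single libraries T2 was about as close to R1 as 32. All of these values lay below the lowest rho between replicates, 0.9709, by more than the SD between replicate pairs. The 3612 genes with an FPKM of 0 in every library share 1 rank and raise rho. Among the 13693 genes with an FPKM of at least 1 in at least 1 library, the rho of S8 with R1 was 0.9005. The libraries of S8 and T2 differ from the others in the number of reads and in the share uniquely mapped, and no R1 library was made with them, so this difference and the difference between lines cannot be told apart. From the high correlation of every line with R1, the paper concludes that the expression profiles of secondary iPSC and ESC lines were very similar.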

The genome-wide gene expression profiles of the secondary iPSC and the ESC lines were very similar. 

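Each pair of iPSC lines was compared in the same way. The rho across all genes was 0.9551 for 16-6 and 32, whose parental cells are both mesodermal. It was 0.9504 for 16-6 and S8, 0.9603 for 16-6 and T2, 0.9571 for 32 and S8, and 0.9618 for 32 and T2. The closest pair was S8 and T2, of ectodermal and endodermal origin, with a rho of 0.9706, which differed from the 0.9709 of the replicates of 32 by less than the SD between replicate pairs, 0.0019. The mesodermal pair therefore stood within the range of the pairs of different germ layers. It also stood below the rho of 16-6 with R1, 0.9625, by more than the SD of 0.0017 between its own library pairs. The lowest value, for 16-6 and S8, moved most when genes with an FPKM below 1 in all libraries were left out, to 0.8988. When each replicate of 16-6 and 32 was left out in turn, the lowest value between iPSC lines stayed between 0.9491 and 0.9516. S8 and T2 were both sequenced as single libraries with more reads than the rest, so a shared library batch and a similarity between these lines cannot be told apart. Lines 16-6 and 32 were the extremes for fibroblast markers, so RNA of the fibroblasts used for culture may have lowered the rho of the mesodermal pair. From the high pairwise correlations in Fig. 1D, the paper describes the expression patterns of the iPSC lines as similar irrespective of tissue of origin.

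**Figure D1:**
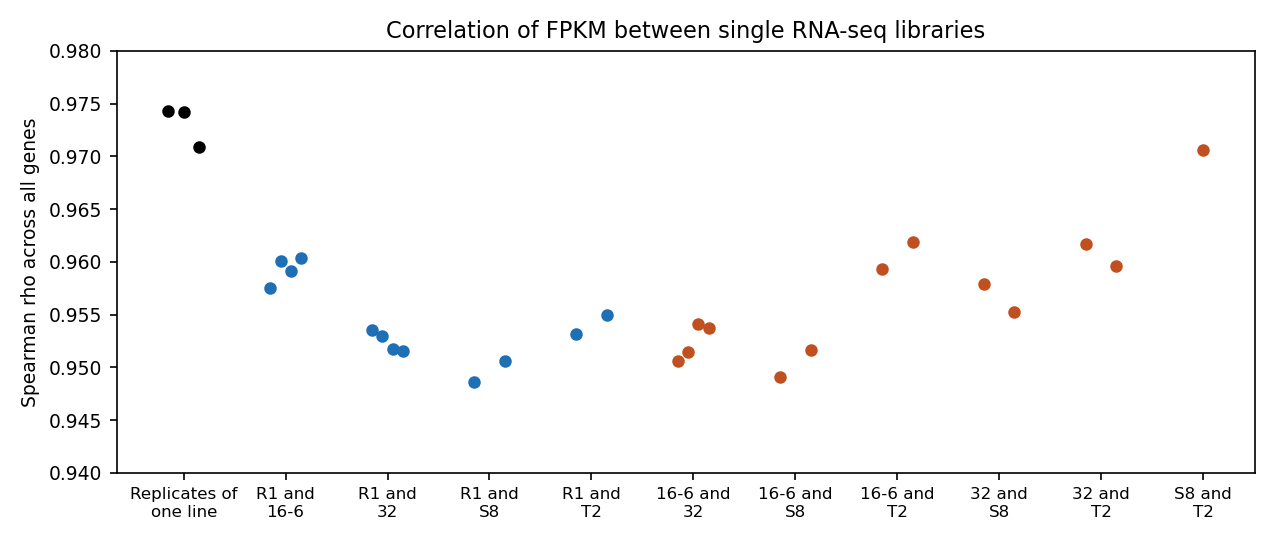
Spearman's rho of FPKM across all genes for every pair of single RNA-seq libraries. The horizontal axis gives the pair of lines, the vertical axis rho from 0.94 to 0.98, and each point is a pair of libraries. Replicates of one line (black) lie between 0.9709 and 0.9743, pairs with R1 (blue) between 0.9486 and 0.9604, and pairs of iPSC lines (orange) between 0.9491 and 0.9706.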

Additionally, the expression patterns of the secondary iPSC lines were also similar, irrespective of their tissue of origin (Figure 1D). This result is consistent with our previous studies that showed no obvious difference in gene expression patterns between mouse ESCs and four-factor and three-factor iPSCs with full pluripotency [3,11]. The gene expression profiles of dozens of human ESC and iPSC lines also shared a high degree of similarity [7]. This finding suggests that the highly similar gene expression profile forms the molecular underpinnings of stem cell pluripotency.

### Nearly indistinguishable nucleosome organization between mouse iPSCs and ESCs

Genomic DNA is packaged as nucleosomes, which help regulate gene expression by controlling the accessibility of DNA. Therefore, nucleosome organization is closely linked to the physiological features and functions of cells. Several studies have shown that the chromatin of ESCs is globally open when compared with the chromatin of differentiated cells [12-14]. However, the nucleosome organization in iPSCs remains elusive. Because nucleosome positioning around the TSS plays a critical role in the regulation of gene expression [8], we first investigated the chromatin structure around the TSSs in mouse iPSCs and ESCs. We observed a canonical nucleosome arrangement of -1, nucleosome depletion region (NDR), +1, +2, +3 and so on around the TSSs in all cell lines. A close gene-by-gene examination of the nucleosome distribution around the TSS revealed no obvious differences between the iPSC and ESC lines (Figure 2A). Pairwise comparisons between the cell lines further indicated similar nucleosome organizations around the TSSs [see Additional file 3: Figure S2A]. The results were reproduced in the biological replicates [see Additional file 3: Figure S2B].

**Figure 2:**
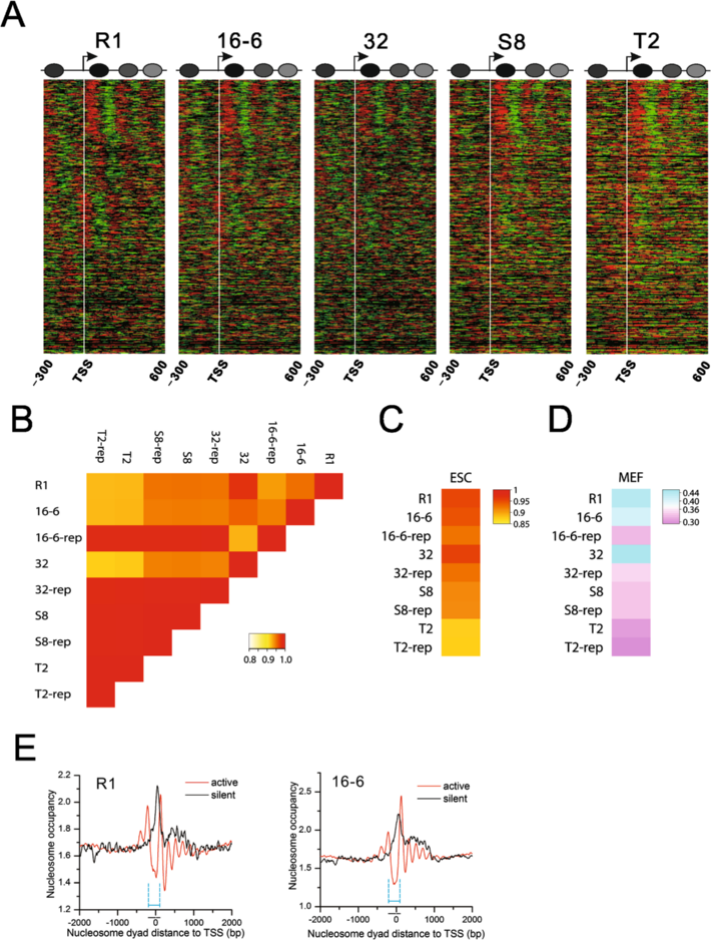
**Similar chromatin landscapes shared by mouse ESCs and iPSCs. A)** Normalized nucleosome occupancy pattern around the TSSs (indicated by white vertical line). Red represents reads (49 bp) on the sense strand. Green represents reads on the antisense strand. The adjacent red and green reads form a nucleosome. A schematic diagram that shows the canonical arrangement of -1, NDR, +1, +2, +3 nucleosomes around the TSSs was summarized from all the transcripts. **B)** We scanned the genome with a 10 kb window and calculated the normalized nucleosome occupancy for each window. Nucleosome occupancy across the genome between ESC R1 and the four iPSC lines shows an extremely high level of similarity (Spearman R-values ≥0.9). Heatmaps in Additional file 3: Figure S2B show the detailed nucleosome occupancy changes in each chromosome between the two cell lines. The high correlation between the iPS cell lines and their biological replicates indicates the high reproducibility. **C)** Global nucleosome occupancy is highly similar between the iPSCs and ESCs (Spearman R-values >0.8). **D)** Global nucleosome occupancy is significantly different between the stem cells and MEFs (Spearman R-values ≤0.4). **E)** Canonical nucleosome organization around the TSS is required for gene activation. Genes with zero read count were defined as silent genes, whereas the rest were considered active genes. There is a -1, NDR, +1, +2, +3 and so on canonical nucleosome arrangement around the TSSs of active genes. In contrast, the TSSs of silent genes were protected by one prominent nucleosome. The cyan lines indicate the region (-200 bp to approximately +100 bp of TSS) with distinct nucleosome distribution patterns between active and silent genes that are conserved in all the pluripotent stem cell lines. ESCs, embryonic stem cells; iPSCs, induced pluripotent stem cells; MEFs, mouse embryonic fibroblasts; NDR, nucleosome depletion region; TSSs, transcriptional start sites.

Coding regions only account for approximately 3% of the genome. To test whether the entire genome has a similar nucleosome organization between the stem cell lines, we used a 10-kb window to scan the genome. The nucleosomal read count was calculated for each window and normalized to the total number of uniquely mapped reads in each cell line. These normalized read counts were defined as the nucleosome occupancy in each window. Then, we performed a pairwise correlation analysis of the normalized nucleosome occupancy between the cell lines. The results showed an extremely high correlation. All correlation coefficients were greater than 0.9 (Figure 2B). We tried different offsets to start the scanning and obtained the same results. However, we observed a few small regions with more than two-fold nucleosome occupancy changes that were dispersed across the genome [see Additional file 3: Figure S2C]. These regions were not associated with any obvious theme. We further compared the global nucleosome occupancy between our pluripotent cells and the ESCs in the published literature [15]. The result showed very high correlation between all the cell lines indicating highly similar nucleosome organizations (Figure 2C). In contrast, the global nucleosome occupancy was significantly different between all the stem cell lines and mouse embryonic fibroblasts (MEFs) (Figure 2D). The MEF nucleosome data were mined from a previously published study [16]. All the correlation coefficients of genome-wide nucleosome occupancy between all the cell lines in this study are given in Additional file 4: Table S2.This suggests that nucleosome remodeling occurs during nuclear reprogramming and leads to a chromatin architecture similar to ESCs but different from MEFs.

### Nucleosome arrangement around the TSS is linked to gene activity

Previous studies have shown that nucleosome positioning around TSSs is uniform in yeast and *Drosophila* [17,18]. A study in human CD4^+^ T cells found more than five well-positioned nucleosomes around the TSSs of expressed genes but only one well-positioned nucleosome on the TSSs of unexpressed genes [19]. A more recent study reported that highly expressed genes had broader and more pronounced NDRs around their TSSs than lowly expressed genes in mouse ESCs and MEFs [16]. 

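Silent genes were counted from the RNA-seq files as genes with a mean FPKM of 0 over the libraries of a line. Of 22878 genes, 4691 (20.5%) were silent in R1, 4927 (21.54%) in 16-6 and 5371 (23.48%) in 32. In S8 5910 genes (25.83%) and in T2 5801 genes (25.36%) were silent, leaving 16968 and 17077 active genes against 18187 in R1. A line with 2 libraries counts a gene as silent only if it is 0 in both. Single libraries had 5341 and 5350 genes at 0 in R1, 5631 and 5668 in 16-6, and 6114 and 6121 in 32, so that S8 and T2 lay within the range of the others. The difference between lines exceeded the difference between the replicates of each line. In all, 3612 genes were silent in all 5 lines, 15934 were active in all 5, and 3332 were silent in some lines only. Of the last group, 90.6% had an FPKM below 1 even in their highest library, where the median gene had 2 implied fragments, so at this depth a value of 0 and a low expression were not distinguishable for most of them. In R1, 1309 genes were 0 in only 1 of the replicates. With silent genes taken as those with an FPKM below 1, their number was 10110 in R1 and 11045 in 32. The paper then contrasted nucleosome positioning around the TSS of the silent and the active genes.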

To determine the relationship between nucleosome positioning around the TSS and gene activity, we defined genes with read count equal to zero as silent genes and the rest of the genes as active genes. There was an array of well-positioned nucleosomes (from -1 to +4) around the TSSs of active genes. These TSSs are exposed to NDRs and open to transcription factors (Figure 2E and see Additional file 3: Figure S2D). In contrast, there was only one well-positioned nucleosome on the TSSs of silent genes. This nucleosome replaced the NDR and made the TSSs of silent genes inaccessible to regulators. The results suggested an open chromatin structure (NDR) on the TSS of active genes for all the pluripotent cell lines. In contrast, access to the TSS of unexpressed genes was impeded by nucleosome occupancy.

We further quantified the similarity of the nucleosome distribution pattern in the ± 2 kb region of the TSSs of active and unexpressed genes in all mouse iPSC and ESC lines. We used a 250-bp window to scan these regions of TSS and calculated the normalized nucleosome occupancy for each window. The pairwise correlation analysis of the nucleosome occupancy also showed high correlation for active and unexpressed genes between all cell lines, respectively. The Pearson correlation coefficient values of pairwise comparisons are 0.50 to 0.94 for active genes and unexpressed genes, respectively [see Additional file 5: Table S3]. We obtained the same results when using different scan window sizes. Note that the correlation coefficients between S8/T2 and other cell lines are not as high as the coefficients between R1, 16-6 and 32 cell lines. This is largely due to the variance in nucleosome distribution in the 500 to 1,000 bp downstream of the TSS (Figure 2E and Additional file 3: Figure S2D). Overall, the nucleosome distribution pattern in the region flanking the TSS is highly similar between all pluripotent cell lines and is associated with gene activity.

### Different classes of transcription factor binding sites possess characteristic topological relationships with nucleosomes

Pluripotency is established through complex gene regulatory networks composed of transcription factors and other regulators. Thus, the accessibility of their DNA binding sites is important in maintaining pluripotency. To gain insights into the nucleosome occupancy at these sites, we examined the binding sites that were experimentally determined using chromatin immunoprecipitation (ChIP)-seq in ESCs, including a dozen important pluripotency factors [20], the *p300* histone acetyltransferase [21] and the chromatin remodeler *Chd7* [22]. Then, the nucleosome occupancy surrounding the binding sites was calculated. Four types of nucleosome occupancy patterns were observed at the binding sites (Figure 3 and Additional file 6: Figure S3). (1) The binding sites of the core pluripotency factors (*Oct4*, *Sox2* and *Nanog*), the regulator Smad1 and the chromatin remodeler *Chd7* preferentially resided in the linker regions between two adjacent nucleosomes (Figure 3A and Additional file 6: Figure S3A). *Smad1* is the key component of the BMP signaling pathway that is linked to the core pluripotency network. Chromatin remodeling factors provide a means for crosstalk by occupying the target genes of the core pluripotency factors [23]. This setting with nucleosome depletion may allow the core pluripotency factors to bind to their target genes relatively easily and construct the core pluripotency networks during reprogramming. Intriguingly, it was reported that these core pluripotency factors also functioned as ‘pioneer factors’ and bound to closed chromatin at the first 48 hours of reprogramming [24]. The inconsistence between this finding and our own is probably due to the different time point of binding. The reported initial binding of the ‘pioneer factors’ was done at 48 hours after reprogramming induction whereas the ChIP-seq data used in our study was from ESCs that correspond to mature iPSCs. Their binding sites are not entirely the same at the two stages. Indeed, the ‘pioneer factors’ predominantly bound distal to the TSS at 48 hours post-induction but close to the TSS in ESCs [24]. Therefore, to reveal how the initial binding of the ‘pioneer factors’ changes nucleosome organizations during reprogramming requires stepwise maps of nucleosome position and binding of the ‘pioneer factors’. Additionally, the different binding patterns of the ‘pioneer factors’ at different stages may have distinct roles in reprogramming. The initial binding of the ‘pioneer factors’ promoted apoptosis and senescence and removed cells with aberrant transcription [24]. The binding pattern in ESCs or mature iPSCs in our study may play important roles in pluripotency maintenance. (2) In contrast, the binding sites of the self-renewal regulators (*Essrb*, *Zfx* and *Tcfcp2l1*), *Suz12*, which is a core subunit of *PRC2* complex, the *p300* histone acetyltransferase, and the transcription factor Stat3 were enriched on nucleosomal DNA (Figure 3B and Additional file 6: Figure S3B). Leukemia inhibitory factor (*LIF*) activates Stat3 during the maintenance of the self-renewing state [20]. The accessibility of the gene regulatory elements on nucleosomal DNA is regulated through its rotational setting [17]. Therefore, these factors may bind to their target sites following nucleosome rotation. (3) Intriguingly, *CTCF* prefers to bind the linker regions with a regular periodicity based on the nucleosome size (Figure 3C and Additional file 6: Figure S3C). This result is consistent with the nucleosome arrangement around the *CTCF*-binding sites in CD4^+^ T cells [25]. This unique setting is beneficial to *CTCF’s* role as the insulator binding protein and helps to demarcate the repressed and active chromatin regions. Notably, a small nucleosome occupancy peak at the binding sites indicated that a tiny fraction of binding sites resided on nucleosomes. (4) The last type of pattern showed binding sites on nucleosomal DNA but with an enrichment at the borders of the nucleosomes. The binding sites of the cell-cycle regulator *E2F1* and the pluripotency factor c-Myc belong to this category (Figure 3D and Additional file 6: Figure S3D). It has been reported that the *c-Myc* network is separate from the core pluripotency network [23]. Therefore, it is no wonder that the binding sites of *c-Myc* have a different topological relationship with nucleosomes than those of *Oct4*, *Sox2* and *Nanog*. Taken together, the members of the pluripotency network re-establish and maintain pluripotency during reprogramming by binding to their target sites with characteristic spatial distribution on nucleosomes.

**Figure 3:**
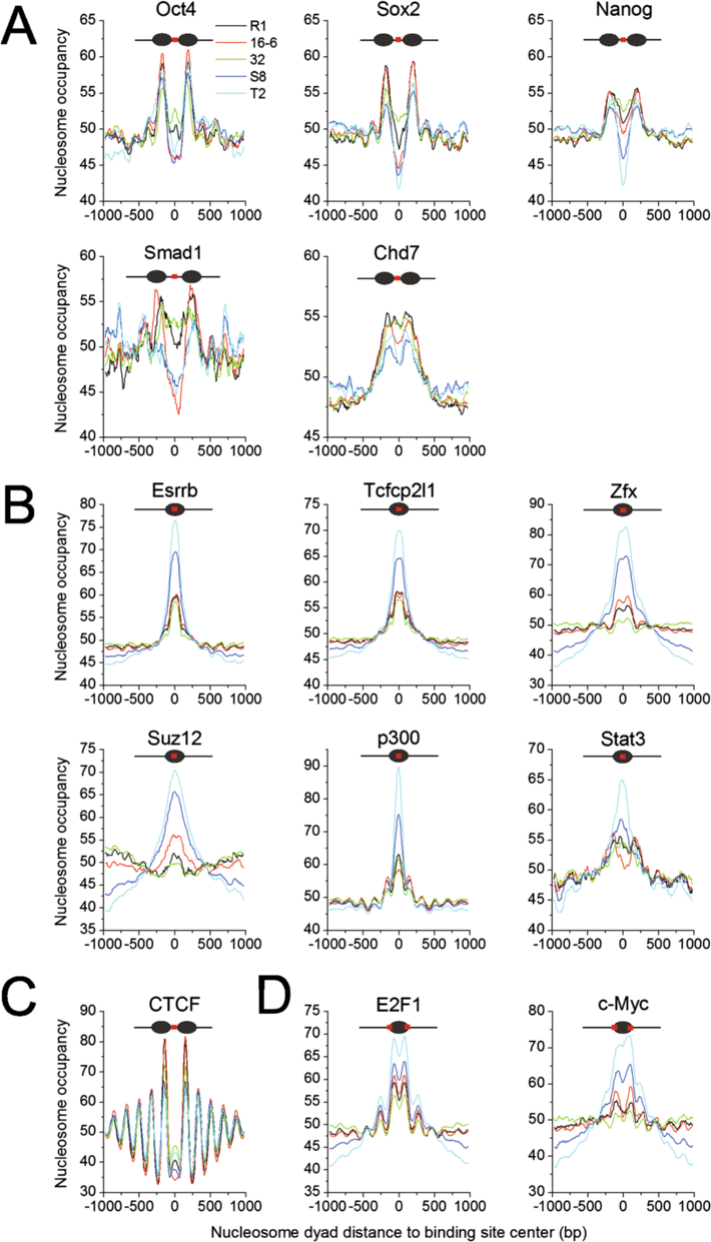
**Nucleosome occupancy at the binding sites of pluripotency-related transcription factors, protein regulators and enzymes. A)** The binding sites of the pluripotency transcription factors (Oct4, Sox2 and Nanog), the pluripotency regulator Smad1 in the BMB signaling pathway and the chromatin remodeler Chd7 were nucleosome depleted. **B)** The binding sites of self-renewal regulators (Esrrb, Tcfcp2l1 and Zfx), the PRC2 component Suz12, the coactivator p300 and Stat3 in the LIF signaling pathway were enriched on nucleosomes. **C)** The binding sites of the insulator-binding protein CTCF resided in the linker region with nucleosomal periodicity. **D)** The binding sites of factors E2F1 and c-Myc were enriched at the borders of the nucleosomes.

### No impression of the tissue of origin was observed in mouse secondary iPSCs

A recent study comparing the gene expression profiles of human ESCs and iPSCs observed that the persistent residual gene expression inherited from the parental fibroblast cell line could reflect their tissue of origin [26]. This raised the question of whether this is the case for the mouse secondary iPSCs. To address this question, we chose representative featured genomic loci, including pluripotency genes and tissue specific genes that bear the ‘footprint’ of their tissue of origin. The qPCR results showed that there was no difference in the expression level of the pluripotency genes (*Oct4*, *Sox2*, *Klf4*, *c-Myc*, *Nanog* and *Lin28*) between ESCs and iPSCs (Figure 1C). The nucleosome occupancy at these gene bodies was also highly similar between all the stem cell lines [see Additional file 7: Figure S4]. Interestingly, the bone marrow cell-specific gene *Slc4a1* was highly expressed only in the original somatic cells of the iPS 16-6 cell line before reprogramming. However, there was no difference in its expression level or nucleosome occupancy between the ESC R1 cells and the iPSCs from all three germ layers (Figure 4A and B). We observed the same results for the other examined adipose cell-, epidermal cell-, and stomach lining cell-specific genes. Our results suggest that no parental expression program or nucleosome organizations were left in the resulting iPSCs. Interestingly, a systematic inspection of H3K4me3 and H3K27me3 signaling in dozens of human iPSC and ESC lines revealed negligible differences between iPSCs and ESCs, and these small differences did not reflect their cell of origin [7]. As a matter of fact, the residual gene expression program of their cell of origin obtained in human iPSCs was likely due to the incomplete reprogramming [26]. Unlike human iPSCs, the four murine secondary iPSCs in our study shared the same genetic background and passed the most stringent validation of pluripotency through tetraploid complementation. Therefore, the reprogramming process accurately re-established nucleosome organizations highly similar to ESCs. The reconstructed nucleosome landscape in turn provided a chromatin setting of accessibility of DNA sequences (for example, transcription factor binding sites) that remarkably resembled ESCs (Figure 4C). 

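Single libraries were set against each other by the number of genes with at least a 2-fold difference in FPKM + 1, among the 13693 genes with an FPKM of at least 1 in at least 1 library. The median was 123 genes (118 to 126) between replicate libraries in 3 pairs, and 1531 genes (454 to 2505) between libraries of different lines in 25 pairs. No pair of different lines came as low as the replicates. R1 differed from 16-6 in 1111 to 1160 genes, from 32 in 1457 to 1546, from T2 in 1540 and 1626, and from S8 in 2352 and 2501. Between iPSC lines, 16-6 and 32 differed in 1527 to 1558 genes, about as many as 32 and R1, while S8 and T2 differed in 454. Over the 12 pairs among R1, 16-6 and 32, which have similar read numbers in Table S4, the median was 1499.5. With the filter set to an FPKM of at least 1 in every library, the median fell to 16 genes between replicates and to 812 between lines. The distances did not place the iPSC lines apart from R1 as a group, nor pair the mesodermal lines. Those of S8 and T2 may also reflect a library batch, since no R1 library was made with them. Lines 16-6 and 32 were the extremes for fibroblast marker genes, with a mean log2(FPKM + 1) of 6.48 and 2.26, against 6.03 in R1. The paper cultured the cells on fibroblasts, so RNA carried over from them may contribute to the distance between the mesodermal lines. The paper reasons that a similar nucleosome organization underlies the similarity of expression between ESCs and secondary iPSCs.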

As a consequence, the gene expression profiles are highly similar between ESCs and the secondary iPSCs, irrespective of their tissue of origin. No residual expression program or nucleosome positioning of the parental somatic cells that reflected their tissue of origin were passed onto the resulting iPSCs.

**Figure 4:**
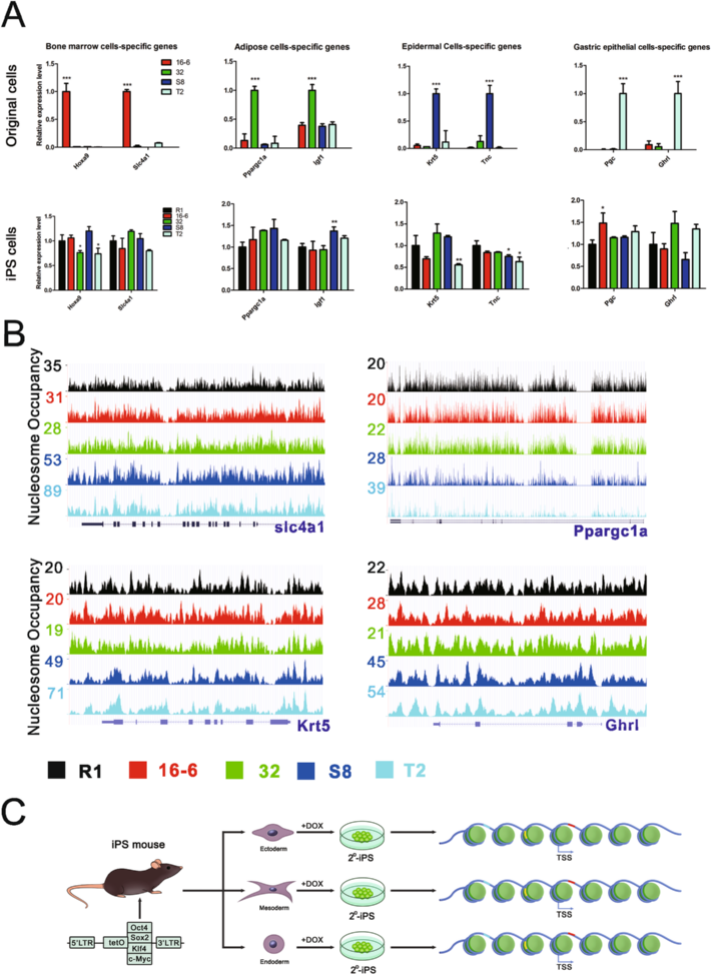
**Accurate nucleosome remodeling during nuclear reprogramming. A)** qPCR results of the germ layer specific genes showed that their expression is specific in the tissue of origin before reprogramming (top panel), but their expression in the pluripotent cells fails to reflect the tissue of origin of iPSCs (bottom panel). **B)** Nucleosome occupancy in the four representative genes in A is similar between the ESC R1 and iPSC cell lines. Transcripts from RefSeq are shown under the tracks. More loci are given in Additional file 6: Figure S3. **C)** A schematic diagram demonstrates the generation of the mouse secondary iPSCs and their nearly indistinguishable nucleosome organizations, irrespective of their tissue of origin. The transcription factor binding sites (short colored lines) were distributed across the genome in a manner consistent with the characteristic topological relationships with nucleosomes, and this distribution was similar between the iPSC cell lines. ESC, embryonic stem cell; iPSCs, induced pluripotent stem cells.

Notably, some iPSC’s parental tissue-specific genes were significantly differentially expressed in the iPSCs derived from other tissue cells rather than the parental tissue cells. For example, the adipose cell-specific gene *Igf1* was significantly highly expressed in the iPSC line S8 derived from epidermal cells instead of in the iPSC line 32 derived from adipocyte progenitor cells. In contrast, the expression level of *Igf1* was similar between ESC line R1, the iPSC line 32 derived from adipocyte progenitor cells, and the iPSC lines 16-6 and T2 derived from other tissues. Similar results were observed for the tissue-specific genes *Hoxa9*, *Krt5*, *Tnc* and *Pgc* (Figure 4A and B). These inconsistent differences in expression of some iPSC’s parental tissue-specific genes between the iPSCs and ESCs failed to reflect their tissue of origin. Moreover, the differences implied that the iPSCs were not identical to one another and not identical to ESCs, either.

The somatic cell reprogramming also involves re-establishment of epigenetic marks. It has been reported that the level of DNA methylation at the promoters of the pluripotency transcription factors in iPSCs was restored to as low as in ESCs [1,5,11]. However, whether the global epigenetic signatures (DNA methylation and histone modifications) are highly similar between murine iPSCs and ESCs and there are no residual parental epigenetic signatures passed to iPSCs, requires genome-wide comparisons.

## Discussion

Mammalian iPSCs possess the key characteristics of pluripotency, particularly full developmental potential through tetraploid complementation, and have given great promise to regenerative medicine. Thus, it is critical to comprehensively compare iPSCs with ESCs before the clinical application of iPSCs. Mouse secondary iPSCs generated in our lab are an extraordinary model to inspect the degree of difference between iPSCs and ESCs because secondary iPSCs meet the ESC gold-standard for the full-term development of germ-line transmittable all-iPSC mice. Moreover, secondary iPSCs have a genuine identical genetic background, in terms of the same genome and the same integration sites of the exogenous pluripotency factors. We performed a detailed inspection of the gene expression profile and chromatin structure of mouse ESC and secondary iPSCs derived from different tissues of all-iPSC mice. The overall transcriptional profiles and nucleosome occupancy were both remarkably similar between ESCs and iPSCs. Nucleosome arrangement influences gene expression, and an array of well-positioned nucleosomes were found located around the TSSs of active genes, with a NDR upstream of the TSSs. Contrary to this, only one phased nucleosome resided at the TSSs of silent genes, blocking access to these TSSs. Interestingly, transcription factor binding sites show characteristic topological relationships with nucleosomes, which contribute to the re-establishment and maintenance of pluripotency.

It is a longstanding controversy whether ESCs and iPSCs belong to a bona fide identical cell type. A large body of studies has shown consistent differences between human ESCs and iPSCs at the level of gene expression [26-29], protein expression [30], DNA methylation [28,29,31] and histone marks H3K9me3 and H3K27me3 [32]. Moreover, there is an accumulating body of evidence implying genetic differences (copy number variation and point mutation) between human ESCs and iPSCs [33-35]. All these findings suggest that human iPSCs are a unique subtype of pluripotent cell. Conversely, a study comparing the gene expression profiles of ESCs, iPSCs and fibroblasts on a large scale (dozens of cell lines) revealed no consistent differences to distinguish human iPSCs from ESCs. Further comparison of the genome-wide maps of H3K4me3 and H3K27me3 showed no significant difference in either of the histone modifications between ESCs and iPSCs. Their results supported that human ESCs and iPSCs were nearly identical cell types. Additionally, the differences in gene expression between human ESCs and iPSCs were more likely attributed to laboratory-specific biases, such as cell culture conditions, RNA extraction methods and so on. [7]. It is noteworthy to point out that it is a challenge to compare gene expression profiles and epigenetic modifications of iPSCs and ESCs because of differences in the homogeneity of cell populations and data processing, especially in the comparative analysis of data from different laboratories and across platforms. In addition to this, most of the iPSCs used in the previous studies are not genuinely genetically identical because the integration sites of the exogenous transcription factors in the genome are not the same. As a consequence, all kinds of noise in the data largely weaken the comparison conclusion.

Murine reprogramming is a similar process to human reprogramming. A prominent advantage of murine reprogramming is quality estimation by tetraploid complementation assay. In our study, the four secondary iPSC lines derived from three germ layers all passed the most stringent validation of pluripotency through tetraploid complementation and produced viable all-iPSC mice. Moreover, secondary iPSC lines should have the same genetic background. All these together make the iPSCs remarkably resemble ESCs and lead to surprisingly similar gene expression profiles (Figure 1), nucleosome organizations (Figure 2), and characteristic nucleosomal architecture of transcription factor binding sites (Figure 3) between iPSCs and ESCs. 

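Differences between lines were tested with limma on log2(FPKM + 1) for 13693 genes with an FPKM of at least 1 in at least 1 library. All 8 libraries entered 1 model, in which the spread between replicates came from R1, 16-6 and 32 only. Genes were counted when the Benjamini-Hochberg adjusted p was below 0.05 and the change at least 2-fold on this scale, which understates the change of low genes. Against R1, 974 genes differed in 16-6 (490 higher, 484 lower), 1338 in 32 (211 higher, 1127 lower), 2283 in S8 (949 higher, 1334 lower) and 1437 in T2 (541 higher, 896 lower). The contrasts of S8 and T2 had no replicate check of their own. The mean of the 4 iPSC lines differed from R1 in 878 genes (254 higher, 624 lower), and 16-6 differed from 32 in 1412. In all, 3512 genes differed in at least 1 line, but only 43 were higher and 175 lower in all 4 lines, and 169 were higher in some lines and lower in others. S8 and T2 differ from the R1 libraries in read number and mapped share. Restricted to 16-6 and 32, the contrast with R1 gave 686 genes. The replicate spread was close to sampling noise, so the adjusted p takes little account of variation between cultures of a line. Lines entered the model as fixed groups, so the adjusted p for the mean of the iPSC lines leaves out variation between lines. With R1 as the only ESC line, that p does not measure a difference between iPSCs and ESCs in general. The excess of lower genes in 32 shrank with quantile normalization, to 413 higher and 731 lower. That of S8, T2 and the mean of the iPSC lines shrank as well, for the mean to 358 higher and 492 lower. With pseudocount 0.1 in place of 1, the mean of the iPSC lines differed from R1 in 1664 genes.

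The replicate numbers in the labels were also used as a replicate block, fitted on the 6 libraries of R1, 16-6 and 32. Genes that differed from R1 then numbered 971 in 16-6 and 1342 in 32, against 975 and 1343 from the same libraries without the block. Across genes, the difference of replicate 1 from replicate 2 had a mean correlation of -0.023 between lines, so the numbers did not pair the samples. A comparison of 2 libraries with 2 cannot go below p = 0.33 in an exact permutation test of a single gene, so only the model across genes gives smaller values.

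Among the pluripotency genes, Klf4 (chromosome 4, 55540009 to 55545347 in mm9) had an FPKM of 128.14 ± 2.98 (SD, n = 2) in R1. It was 64.2 ± 0.15 (n = 2) in 16-6, 109.49 ± 2.39 (n = 2) in 32, and 72.61 in S8 and 53.33 in T2 (no replicates). The log2 difference of the mean of the iPSC lines from R1 was -0.82 (standard error 0.03, limma adjusted p = 7e-05). This standard error, like that of Lin28a below, holds the noise between replicate libraries only. The line differences of Klf4 ranged from -0.22 in 32 to -1.25 in T2. Lin28a (chromosome 4, 133559245 to 133574731) was higher than R1 in all 4 lines, by 0.81 on average (standard error 0.05, limma adjusted p = 2.41e-04). Nanog (chromosome 6, 122657586 to 122663796) differed between lines, with 175.74 ± 2.12 (SD, n = 2) in R1, 324.03 ± 3.87 (n = 2) in 32, and 80.76 in S8 and 111.6 in T2 (no replicates). The mean log2 difference from R1 was 0.18 for Pou5f1 (Oct4), -0.22 for Sox2 and 0.06 for Myc, each less than 2-fold. Those of Klf4, Lin28a and Nanog (-0.26) were below 2-fold as well, so none of these genes passed the threshold for the mean. The value of Pou5f1 turned to -0.03 with quantile normalization. In S8 and T2, which have no replicates, some differences from R1 did exceed 2-fold. In log2 they were -1.25 for Klf4 in T2, 1.13 and 1.05 for Lin28a in S8 and T2, and -1.11 for Nanog in S8.

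The 5 largest changes that placed all 6 iPSC libraries on the same side of both R1 libraries fell on genes of 60 to 109 bases, whose FPKM is large for a few fragments. Mir762 and Snord82 were higher in the iPSC lines, by 10.26 (limma adjusted p = 2.7e-04) and 8.55 (limma adjusted p = 4.74e-05). Both were 0 in both R1 libraries, so the size of these differences depends on the pseudocount. With pseudocount 0.1 they were 13.58 and 11.87. Snord82 had 1 or 2 implied fragments in each iPSC library. Mir692-1, Snord91a and Mir1945 were lower, with log2 differences of -9.55, -9.22 and -7.46. Of the 878 genes, 68 were shorter than 200 bases. The paper states that differences in expression remain between murine iPSCs and ESCs beside the similarity of their profiles.

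**Figure D2:**
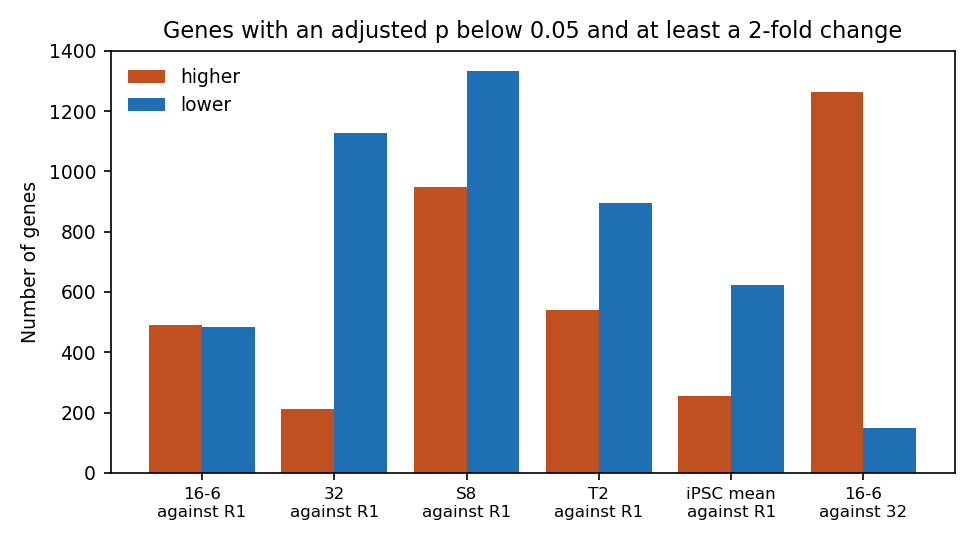
Number of genes with a limma adjusted p below 0.05 and at least a 2-fold change in FPKM + 1, for each iPSC line against R1, for the mean of the iPSC lines against R1, and for 16-6 against 32. Orange bars count genes higher, and blue bars genes lower, in the line named first. Lower genes outnumber higher ones most in 32, with 1127 against 211.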

However, there still exist differences in gene expression profiles and nucleosome landscape between murine iPSCs and ESCs. These differences may possibly exert subtle effects on differentiation, and particularly influence their tumorigenicity. Moreover, integration of exogenous pluripotent transcription factors into the genome may also cause genetic variations in iPSCs. Therefore, it is hard to tell whether the murine secondary iPSCs and ESCs are a bona fide identical cell type on the basis of our results alone. Instead, it is likely that the murine secondary iPSCs are also a unique subtype of pluripotent cell by referring to the accumulating body of evidence in human reprogramming studies. The inconsistent differences in expression of some iPSC’s parental tissue-specific genes between the iPSCs and ESCs may also support this view (Figure 4A and B).

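The genes the paper used as markers of the tissues of origin (Figure 4A) were read from the RNA-seq files. They are Hoxa9 and Slc4a1 for bone marrow (16-6), Ppargc1a and Igf1 for adipose tissue (32), Krt5 and Tnc for epidermis (S8), and Pgc and Ghrl for stomach (T2). A tissue-of-origin score was taken as the mean over the 8 genes of log2(FPKM + 1) in the line of the gene's own tissue minus the mean of the other 3 iPSC lines. The score was 0.093, and 11 of the 24 assignments of the lines to the tissues scored as high or higher (exact permutation test, p = 0.4583, where 0.0417 is the smallest p possible). Only 2 genes were highest in their own line. Hoxa9 (chromosome 6, 52174053 to 52177369 in mm9) had an FPKM of 1.89 ± 0.17 (SD, n = 2) in 16-6 and 0.52 ± 0.02 (SD, n = 2) in R1. In the other iPSC lines it was 0.09 ± 0.07 (SD, n = 2) in 32, 0.13 in S8 and 0.12 in T2 (no replicates for the last pair). Igf1 (chromosome 10, 87321801 to 87399792) was highest of the iPSC lines in 32, with 0.68 ± 0.02 (SD, n = 2), but below the 0.91 ± 0.08 (SD, n = 2) of R1. Its lowest value, 0.03 from 1.5 implied fragments, was that of S8, the line in which the paper reports high Igf1 expression beside its qPCR. Tnc (chromosome 4, 63620819 to 63708049), the only one of these genes with an FPKM above 10, reached 684.7 ± 3.59 (SD, n = 2) in 16-6, 231.9 ± 9.53 (SD, n = 2) in R1, 111.91 in T2, 72.83 in S8 and 18.49 ± 0.65 (SD, n = 2) in 32. Slc4a1, Ppargc1a, Igf1 and Krt5 stayed below an FPKM of 1 in every library and were not tested. Scaling the log2 values of each gene to unit SD, so that Tnc and Hoxa9 no longer dominate, turned the score to -0.077 (exact permutation test, p = 0.625). The value moved most with pseudocount 0.1, which gives low genes more weight, to 0.401 (exact permutation test, p = 0.25). The score rests on 8 genes and 4 lines. The paper reports that its gene expression profiling found no impression of the parental tissue.

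**Figure D3:**
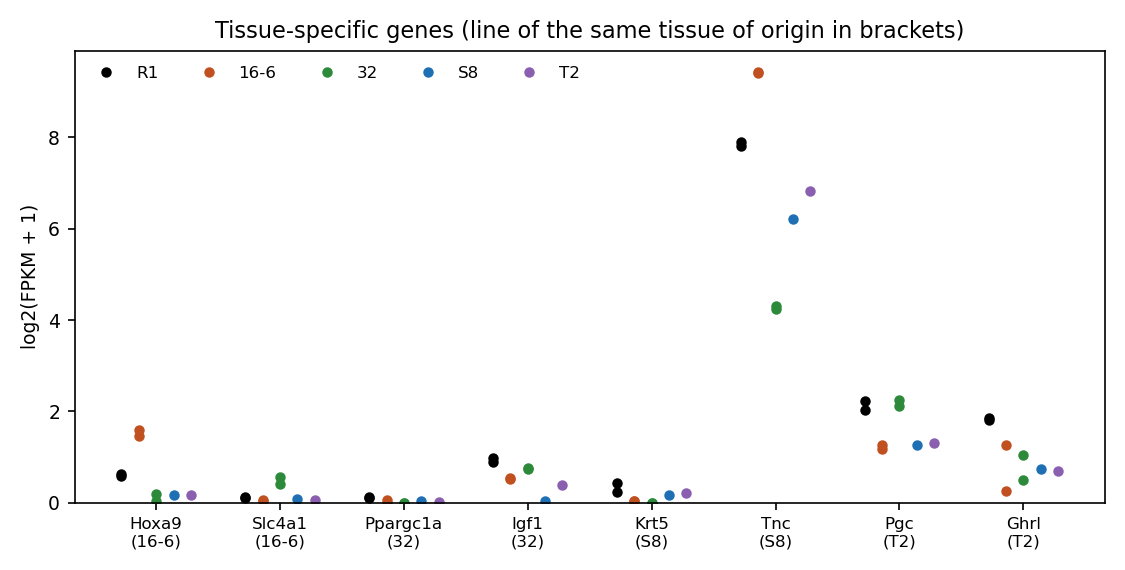
Expression of the 8 tissue-specific genes as log2(FPKM + 1) on the vertical axis. Each point is a library, coloured by line, and the iPSC line of the same tissue of origin stands in brackets under each gene. Hoxa9 and Igf1 are highest of the iPSC lines in their own line, and Tnc is highest in 16-6.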

Unlike a previous study in human iPSCs [26], both gene expression profiling and nucleosome organization analysis in our study did not find impression of the tissue of iPSCs’ parental fibroblast cells. The map of mononucleosome positions in our study had high resolution with a single nucleosome. Histone modifications are nucleosomes with chemically modified histone tails. Therefore, nucleosome maps by MNase-seq or ChIP-seq have higher or equal resolution compared to histone modification maps. The previous study compared the genome-wide maps of H3K4me3 and H3K27me3 and did not find epigenetic signatures that could reflect the origin of human iPSCs [7]. Thus, no impression of tissue of origin in our study is not likely due to the lack of the resolution of the nucleosome position map. As a matter of fact, the previous study that observed impression of tissue of origin in the resulting human iPSCs used data from different tissues in different laboratories [26]. Their observation of tissue of origin was likely attributed to laboratory-specific biases, including cell culture conditions, data processing methods, and so on. [7].

Chromatin is reorganized during reprogramming. The re-established nucleosome organizations in iPSCs that can produce full-term all-iPSC mice through tetraploid complementation (referred to as ‘fully-pluripotent’ iPSCs) are highly similar to ESCs, but significantly different from MEFs in our study. However, it is unclear to what degree the nucleosome organizations of the ‘fully-pluripotent’ iPSCs resemble the ‘non-fully-pluripotent’ iPSCs. Actually, it is a challenge to address this issue because the ‘non-fully-pluripotent’ iPSCs are a wide variety of iPSCs including iPSCs only capable of differentiation into the three germ layers, formation of teratomas, embryoid body, chimeric mice or dead all-iPSC pups, respectively. Beside nucleosome organizations, there should be various mechanisms leading to the incomplete reprograming in ‘non-fully-pluripotent’ iPSCs. It will be very difficult to have a subtype of iPSCs that can represent the category of ‘non-fully-pluripotent’ iPSCs. Taken together, we do not know whether there exists a nucleosome organization pattern that could distinguish the ‘fully-pluripotent’ iPSCs from ‘non-fully-pluripotent’ iPSCs at this point. Notably, all the aforementioned studies, including our study, focused on the start and end stages of reprogramming. However, both reprogramming and nucleosome remodeling are dynamic processes. An epigenetic roadmap depicting the detailed time when, and genomic loci where, nucleosomes are disassembled and reassembled during reprogramming will reveal its molecular mechanisms.

## Conclusions

Our results reveal that both gene expression profiles and nucleosome organizations are remarkably similar between mouse ESCs and the secondary iPSCs derived from the three germ layers. They suggest that the somatic cell reprogramming process can restore the nucleosome landscape that highly resembles ESCs. Consequently, the chromatin remodeling provides a similar setting for accessibility of DNA sequences that gives rise to characteristic topology relationships of transcription factor binding sites with nucleosomes and nucleosome distribution patterns in active and silenced genes in iPSCs highly similar to ESCs. Our study helps in understanding the re-establishment of nucleosome arrangement during nuclear reprogramming and highlights its roles in the regulation of accessibility of DNA sequences and gene expression.

## Methods

### Cell culture

Mesodermal adipocyte progenitor cells, hematopoietic progenitor cells, endodermal gastric epithelial cells, and ectodermal epidermal cells were collected from eight-week-old all-iPSC mice. Briefly, adipocyte progenitor cells were derived from the stoma-vascular fraction (SVF) of the inguinal fat depots as previously described [36]. Hematopoietic progenitor cells were derived from bone marrow using c-Kit (CD117) magnetic beads (Miltenyi Biotec, Bergisch Gladbach, Germany), and were temporarily stored in Iscove's modified Dulbecco's medium (IMDM) medium containing 2% heat-inactivated fetal bovine serum (FBS), and then were induced with doxycycline (DOX). Glandular stomach mucosa was scraped and digested with 0.1% collagenase I for 40 minutes at 37°C, then cultured in basal chemically defined medium [37]. Epidermal cells were derived from abdominal skin as previously described [38].

To induce the generation of secondary iPSCs, the culture medium was replaced with embryonic stem (cell) (ES) medium supplemented with 1 μg/ml DOX; the expression of the four reprogramming factors (*Oct4*, *Sox2*, *c-Myc* and *Klf4*) in these somatic cells can be induced by the addition of DOX to the culture. ES-like colonies appeared at approximately seven to ten days, and four days after the withdrawal of DOX, the smooth colonies were picked up and passaged with trypsin every one to three days. All the iPS cell lines used in this study were characterized by alkaline phosphatase (AP) staining, karyotype analysis, pluripotency gene expression, cell differentiation ability and tetraploid complementation.

ES cells and iPS cells were cultured on mitomycin C-treated MEFs in ES medium, which contained (Dulbecco’s) modified Eagle’s medium ((D)MEM) (Gibco Invitrogen, Carlsbad, CA, USA) supplemented with 15% FBS, 1 mM L-glutamine, 0.1 mM mercaptoethanol, 1% non-essential amino acid stock, and 1,000 U/ml LIF (all from Chemicon, Temecula, CA, USA). Primary MEFs were obtained from 13.5-day embryos of ICR mice, based on the protocol from Wicell (Madison, WI, USA).

### Mice

All of our study procedures were consistent with the National Institute of Biological Sciences guide for the care and use of laboratory animals.

### RNA-seq

Total RNA was isolated from cell pellets using the TRIZOL reagent (Invitrogen, Grand Island, NY, USA) according to the manufacturer’s instructions. The RNA integrity was confirmed using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) with a minimum RNA integrity number (RIN) of 8. The mRNA was enriched using oligo(dT) magnetic beads and sheared to create short fragments of approximately 200 bp. cDNA was synthesized using random hexamer primers and purified using a PCR product extraction kit (Qiagen, Hilden, Germany). Finally, the cDNA fragments ligated with the sequencing primers (approximately 200 bp in total legth) were isolated by gel electrophoresis and enriched by PCR amplification to construct the library. The sequencing was performed at the Beijing Genomics Institute (BGI) (Shenzhen, Guangdong, China) using the HiSeqTM 2000 system developed by Illumina. For RNA-Seq, the cell lines were sequenced in two biological replicates to ensure that the results were highly reproducible. Paired-read sequencing was applied to RNA-Seq. The read counts are summarized in Additional file 8: Table S4.

### MNase-seq

Cells (1 × 10^7^) were suspended in 0.5 ml of TM buffer (10 mM Tris-HCl, 2 mM MgCl_2_, pH 7.5) and held on ice for 10 minutes. NP-40 was added to a final concentration of 1.5%, and the cells were incubated on ice for 10 minutes. The samples were then centrifuged at 2,000 rpm for four minutes to pellet the nuclei. The nuclei were washed once with TM buffer and resuspended in 200 μl of TM buffer, supplemented with CaCl_2_ to a final concentration of 1 mM. The nuclei were digested with 60 U of MNase at 37°C for 20 minutes. The digestion was halted by the addition of 2 mM ethylene glycol tetraacetic acid (EGTA), and the samples were incubated on ice for 10 minutes. The samples were then centrifuged at 2,000 rpm for four minutes to pellet the nuclei and were washed once with TM buffer. The nuclei pellet was resuspended in 0.5 ml STM600 buffer (10 mM Tris-HCl, pH 7.5, 2 mM EGTA, 2 mM MgCl_2_, 600 mM NaCl, 0.1% Triton-X100) and rotated at 4°C for two hours. The insoluble fraction was pelleted by centrifugation at 12,000 *g* for 10 minutes. The suspension was electrophoresed on a 2% agarose gel, and the bands containing mono-nucleosomes were excised and recovered using a Qiagen agarose gel recovery kit. The mono-nucleosomes were sequenced at BGI. The read counts are summarized in Additional file 9: Table S5.

### Gene expression analysis

The RNA-seq reads were mapped to the University of California at Santa Cruz (UCSC) genes (version mm9) using TopHat 2.0.4. All uniquely matching alignments were retained. Then, we used Cufflinks 2.0.2 to assemble the alignments into gene transcripts and to calculate their expression levels as reads per kilobase per million mapped reads (RPKM). For cell lines with two replicates, the average of the RPKM values from the two replicates was used. The RPKM values of the genes were used for cell-line pairwise correlation analysis of the gene expression profiles using a Spearman test.

### Nucleosome occupancy calculation

Sequence reads were mapped to the mouse reference genome (mm9) using Bowtie, and all uniquely matching reads were retained. The reads mapped to the sense strand and the reads mapped to the antisense strand were separated. Then, the RPKM at each site surrounding the TSSs was calculated and displayed in a heatmap. Additionally, a 10-kb window was used to scan all the chromosomes. The RPKM value of each window was calculated. In this calculation, reads mapped to both strands were used. The RPKM values of all the windows were compared pairwise between samples for the correlation analysis. Several offsets were used and returned similar results.

### Nucleosome distribution profiles

The gene annotation file was downloaded from the UCSC Genome Bioinformatics. The position of the nucleosome midpoint was defined as 73 bp downstream of the 5’ end of the read. Nucleosomes within 3,000 bp flanking the TSSs were collected. The distance of the nucleosome midpoint relative to the TSS was calculated and binned in 10-bp intervals. Bin data were normalized to the number of regions represented in each bin and the total number of retained uniquely matching reads; the data were then smoothed by five bins with a step size of one bin. Nucleosome distribution profiles surrounding the transcription factor binding sites were calculated in the same manner except that the center of the binding sites was used as the reference point.

### Accession numbers

The RNA-seq deep-sequencing data sets have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) under the accession number GSE46716. The raw sequence reads from the MNase-Seq analysis have been deposited in the Short Read Archive (SRA) under the accession number SRA075331.

## Additional files

Additional file 1: Figure S1. Generation of all-iPSC mice and high reproducibility of RNA-seq. A) Adult all-iPSC mice with germline transmission ability generated from the secondary iPSC lines S8 (left) and T2 (right). The other iPSC lines 16-6 and 32 also have developmental potentials to produce viable full-term all-iPSC mice (data not shown). B) High correlation of gene expression profiles of biological replicates. Additional file 2: Table S1. Generation of iPSC-tetraploid complemented pups and adult mice. Additional file 3: Figure S2. Similar chromatin landscape shared by mouse ESC and the secondary iPSCs. A) Heatmap for the difference in nucleosome occupancy around TSS by pairwise subtraction between two cell lines in Figure 2A. The darker less difference. Black indicates no difference. B) Nucleosome occupancy around TSS is highly reproducible in the biological replicates. C) Limited variations in nucleosome occupancy across the genome are shown in the representative comparisons (16-6 versus R1, and 32 versus 16-6). Conversely, there is significant difference in nucleosome occupancy between iPSC 16-6 and MEF. The genome is scanned with a 10-kb window. The ratio of normalized nucleosome occupancy within each window is presented by a color. Red indicates read count in cell line one is at least two-fold of that in cell line two. Green indicates read count in cell line two is at least two-fold of that in cell line one. Yellow indicates the ratio is less than two-fold. Grey indicates regions of Ns in the genome. D) Genes with RPKM = 0 are defined as silent genes. The rest are active genes. There is a -1, NDR, +1, +2, +3, and so on, canonical nucleosome arrangement around TSSs of active genes. In contrast, TSSs of silent genes are protected by a prominent nucleosome. Mouse iPS cell lines: 32, S8, T2. Additional file 4: Table S2. The correlation coefficients of global nucleosome occupancy between all cell lines. Additional file 5: Table S3. The correlation coefficients of nucleosome distribution around the ± 2 kb region of the TSSs. Additional file 6: Figure S3. Characteristic topological relationships between the transcription factor binding sites (TFBS) and nucleosome occupancy. There are four types of nucleosome occupancy patterns around the TFBS as defined in Figure 3. For simplicity, this figure only shows mouse iPS cell lines S8, T2 and their biological replicates with high reproducibility. Additional file 7: Figure S4. Nucleosome occupancy at classified loci. Nucleosome occupancy is similar to each other in the ESC R1 and iPSCs. Transcripts from RefSeq are shown under the tracks. Pluripotency transcription factors *Oct4*, *Sox2*, *Klf4*, *Myc*, *Nanog*, *Lin28a*; tissue-specific genes *Hoxa9*, *Igf1r*, *Krt5* and *Pgc*. Additional file 8: Table S4. The number of RNA-seq reads. Additional file 9: Table S5. The number of MNase-seq reads.

# Supplementary material for: Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers
**Source:** BMC Biol. 2014 Dec 21;12:109. doi: 10.1186/s12915-014-0109-x
**Supplement:** Additional file 1: Figure S1. — Generation of all-iPSC mice and high reproducibility of RNA-seq. A) Adult all-iPSC mice with germline transmission ability generated from the secondary iPSC lines S8 (left) and T2 (right). The other iPSC lines 16-6 and 32 also have developmental potentials to produce viable full-term all-iPSC mice (data not shown). B) High correlation of gene expression profiles of biological replicates.

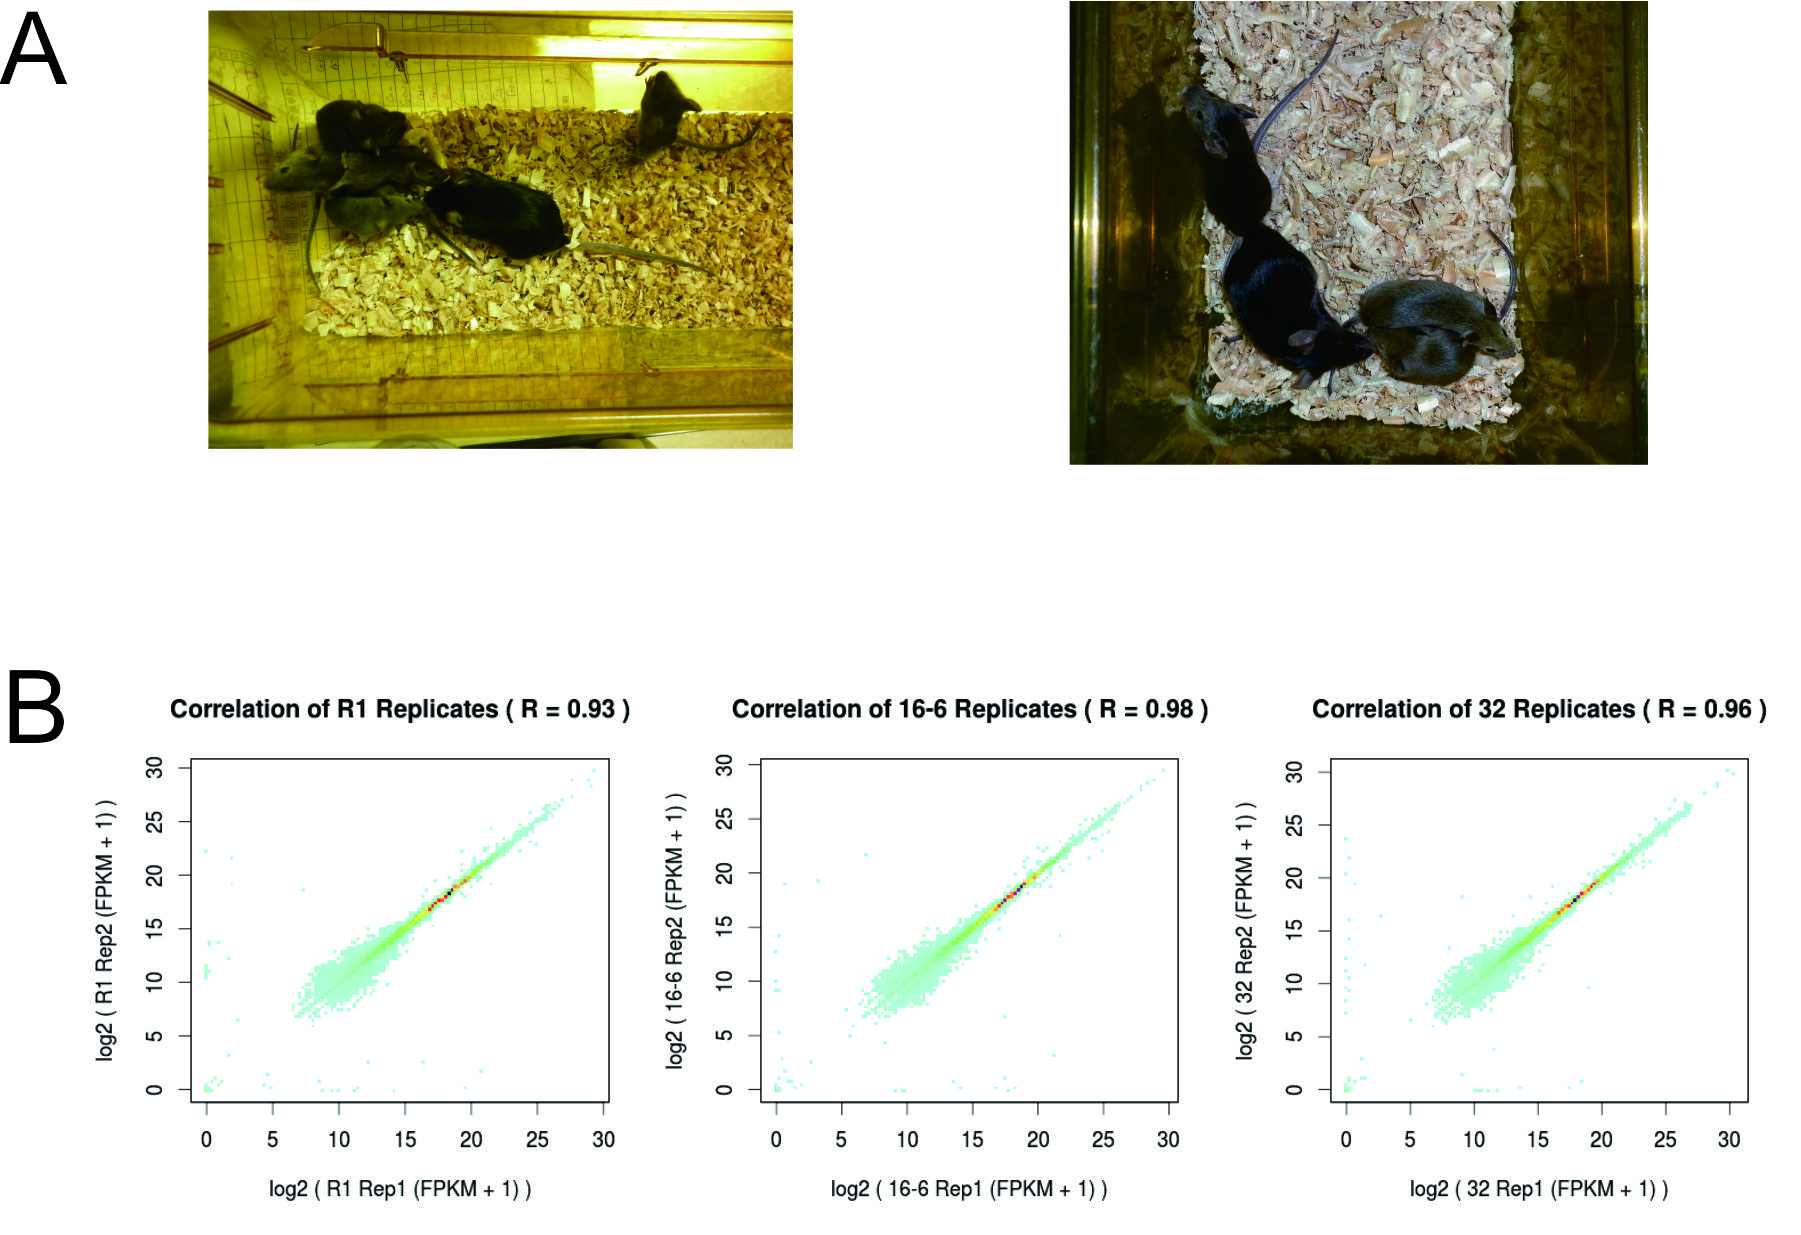

**Figure S1** **Generation of all-iPSC mice and high reproducibility of RNA-seq.**

(**A**) Adult all-iPSC mice with germline transmission ability generated from the secondary iPSC lines S8 (left) and T2 (right). The other iPSC lines 16-6 and 32 also have developmental potentials to produce viable full-term all-iPSC mice (data not shown). (**B**)High correlation of gene expression profiles of biological replicates.

# Supplementary material for: Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers
**Source:** BMC Biol. 2014 Dec 21;12:109. doi: 10.1186/s12915-014-0109-x
**Supplement:** Additional file 2: Table S1. — Generation of iPSC-tetraploid complemented pups and adult mice.

**Table S1** Generation of iPSC-tetraploid complemented pups and adult mice.

| tissue of parental fibroblast cells | 2° iPSC lines | No. 4N embryo implanted | No. pseudo-pregnant mother | No. E19.5 pups | No. E19.5 breathing pups | No. Adult mice |
| --- | --- | --- | --- | --- | --- | --- |
| Hematopoietic cells | 16-6 | 200 | 7 | 3 | 2 | 2 |
| Adipocyte progenitor cells | 32 | 755 | 25 | 14 | 10 | 2 |
| Epidermal cells | S8 | 251 | 17 | 12 | 8 | 6 |
| Stomach lining cells | T2 | 490 | 37 | 8 | 6 | 2 |

# Supplementary material for: Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers
**Source:** BMC Biol. 2014 Dec 21;12:109. doi: 10.1186/s12915-014-0109-x
**Supplement:** Additional file 3: Figure S2. — Similar chromatin landscape shared by mouse ESC and the secondary iPSCs. A) Heatmap for the difference in nucleosome occupancy around TSS by pairwise subtraction between two cell lines in Figure 2A. The darker less difference. Black indicates no difference. B) Nucleosome occupancy around TSS is highly reproducible in the biological replicates. C) Limited variations in nucleosome occupancy across the genome are shown in the representative comparisons (16-6 versus R1, and 32 versus 16-6). Conversely, there is significant difference in nucleosome occupancy between iPSC 16-6 and MEF. The genome is scanned with a 10-kb window. The ratio of normalized nucleosome occupancy within each window is presented by a color. Red indicates read count in cell line one is at least two-fold of that in cell line two. Green indicates read count in cell line two is at least two-fold of that in cell line one. Yellow indicates the ratio is less than two-fold. Grey indicates regions of Ns in the genome. D) Genes with RPKM = 0 are defined as silent genes. The rest are active genes. There is a -1, NDR, +1, +2, +3, and so on, canonical nucleosome arrangement around TSSs of active genes. In contrast, TSSs of silent genes are protected by a prominent nucleosome. Mouse iPS cell lines: 32, S8, T2.

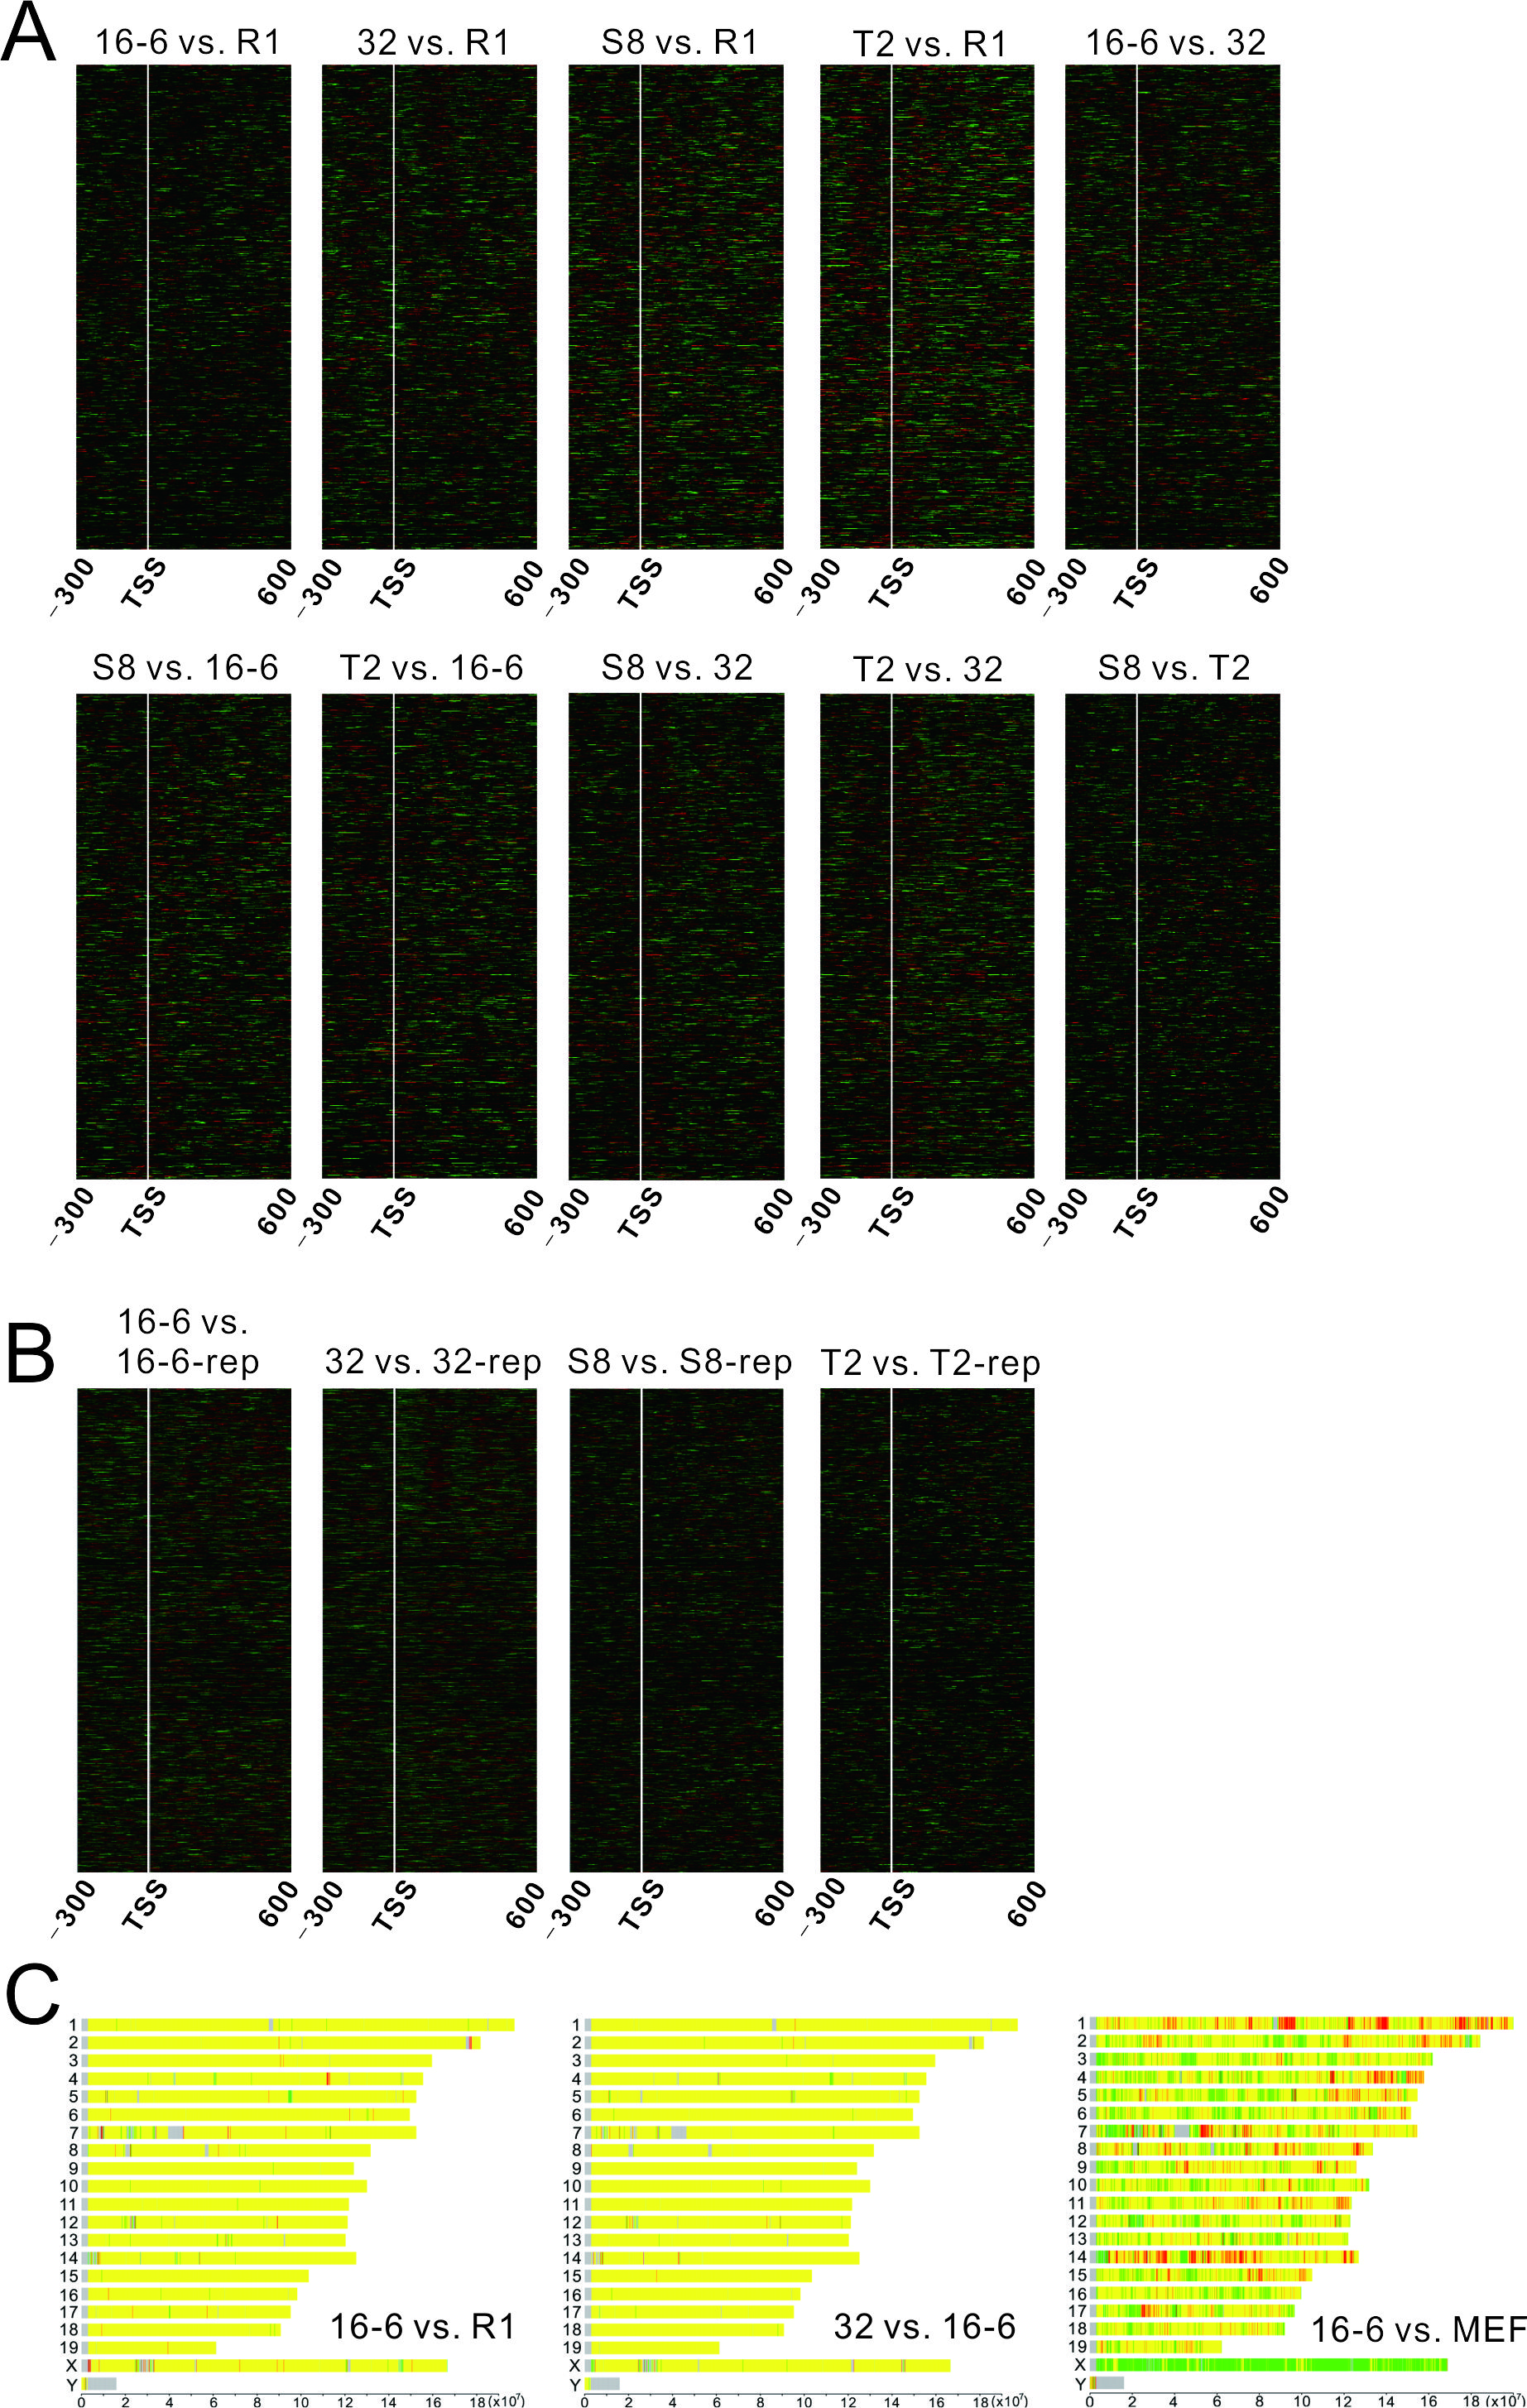

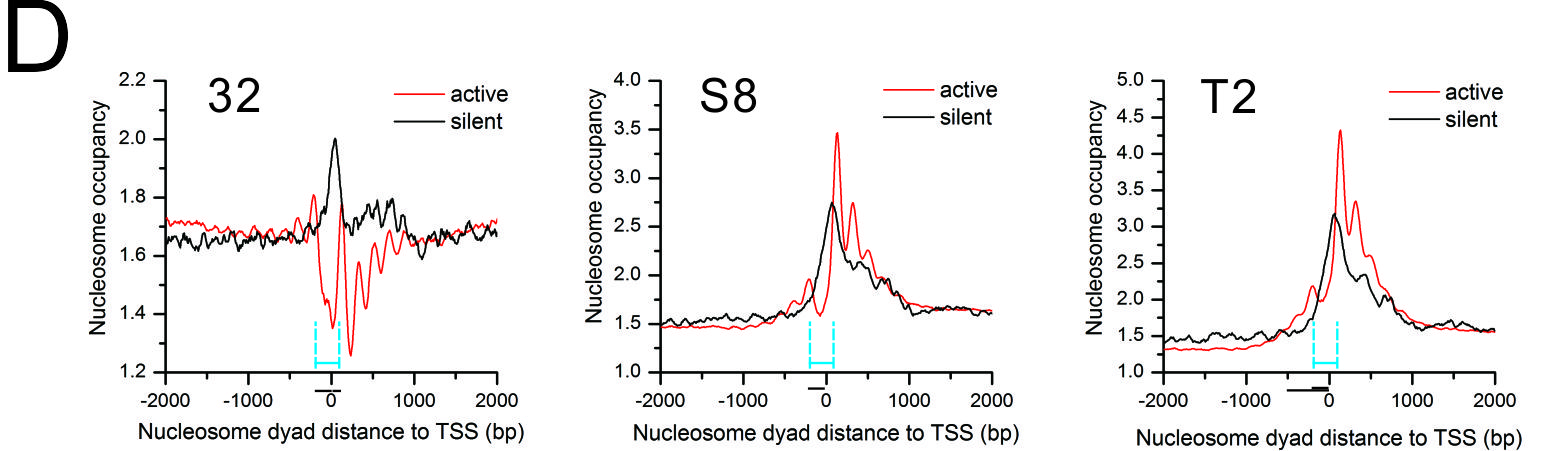

**Figure S2** **Similar chromatin landscape shared by mouse ESC and the secondary iPSCs.**

(**A**) Heatmap for the difference in nucleosome occupancy around TSS by pairwise subtraction between two cell lines in Figure 2A. The darker less difference. Black indicates no difference. (**B**) Nucleosome occupancy around TSS is highly reproducible in the biological replicates. (**C**) Limited variations in nucleosome occupancy across the genome are shown in the representative comparisons (16-6 VS. R1, and 32 VS. 16-6). Conversely, there is significant difference in nucleosome occupancy between iPSC 16-6 and MEF. The genome is scanned with a 10-kb window. The ratio of normalized nucleosome occupancy within each window is presented by a color. Red indicates read count in cell line one is at least 2 fold of that in cell line two. Green indicates read count in cell line two is at least 2 fold of that in cell line one. Yellow indicates the ratio is less than two fold. Grey indicates regions of Ns in the genome. (**D**) Genes with RPKM=0 are defined as silent genes. The rest are active genes. There is a -1, NDR, +1, +2, +3, etc, canonical nucleosome arrangement around TSSs of active genes. In contrast, TSSs of silent genes are protected by a well-positioned nucleosome. Mouse iPS cell lines: 32, S8, T2. The cyan lines indicate the region (-200bp ~ +100bp of TSS) with distinct nucleosome distribution patterns between active and silent genes that are conserved in all the pluripotent stem cell lines.

# Supplementary material for: Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers
**Source:** BMC Biol. 2014 Dec 21;12:109. doi: 10.1186/s12915-014-0109-x
**Supplement:** Additional file 4: Table S2. — The correlation coefficients of global nucleosome occupancy between all cell lines.

**Table S2** The correlation coefficient of global nucleosome occupancy between all cell lines (Spearman R-values).

| **Cell line** | **R1** | **16-6** | **16-6-rep** | **32** | **32-rep** | **S8** | **S8-rep** | **T2** | **T2-rep** | **ESCa** | **MEFb** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **R1** | 1 | 0.95196 | 0.93455 | 0.97919 | 0.95046 | 0.95167 | 0.95056 | 0.92533 | 0.92337 | 0.95288 | 0.43982 |
| **16-6** |  | 1 | 0.94659 | 0.95786 | 0.94672 | 0.94817 | 0.94732 | 0.92609 | 0.92439 | 0.94518 | 0.40632 |
| **16-6-rep** |  |  | 1 | 0.92712 | 0.99231 | 0.98676 | 0.98681 | 0.98791 | 0.98749 | 0.92481 | 0.32359 |
| **32** |  |  |  | 1 | 0.94508 | 0.94697 | 0.94563 | 0.91793 | 0.91584 | 0.95464 | 0.44433 |
| **32-rep** |  |  |  |  | 1 | 0.99339 | 0.99332 | 0.98921 | 0.98851 | 0.92665 | 0.34348 |
| **S8** |  |  |  |  |  | 1 | 0.99802 | 0.99243 | 0.99178 | 0.91411 | 0.33999 |
| **S8-rep** |  |  |  |  |  |  | 1 | 0.99277 | 0.99217 | 0.91271 | 0.33891 |
| **T2** |  |  |  |  |  |  |  | 1 | 0.99830 | 0.87510 | 0.30255 |
| **T2-rep** |  |  |  |  |  |  |  |  | 1 | 0.87308 | 0.30078 |

a The nucleosome data of ESCs is from the published literature .

b The MEF nucleosome data is from the published study .

# Supplementary material for: Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers
**Source:** BMC Biol. 2014 Dec 21;12:109. doi: 10.1186/s12915-014-0109-x
**Supplement:** Additional file 5: Table S3. — The correlation coefficients of nucleosome distribution around the ± 2 kb region of the TSSs.

**Table S3A** Correlation of nucleosome distribution around the ±2kb region of the TSSs of active genes (Pearson R-values)

|  | R1 | 16-6 | 32 | S8 | T2 |
| --- | --- | --- | --- | --- | --- |
| R1 | 1 | 0.829231 | 0.840341 | 0.662468 | 0.5338 |
| 16-6 |  | 1 | 0.829135 | 0.769773 | 0.645954 |
| 32 |  |  | 1 | 0.620409 | 0.500643 |
| S8 |  |  |  | 1 | 0.942306 |
| T2 |  |  |  |  | 1 |

**Table S3B** Correlation of nucleosome distribution around the ±2kb region of the TSSs of unexpressed genes (Pearson R-values)

|  | R1 | 16-6 | 32 | S8 | T2 |
| --- | --- | --- | --- | --- | --- |
| R1 | 1 | 0.873723 | 0.897582 | 0.80761 | 0.656701 |
| 16-6 |  | 1 | 0.89946 | 0.882186 | 0.76232 |
| 32 |  |  | 1 | 0.834813 | 0.67741 |
| S8 |  |  |  | 1 | 0.894292 |
| T2 |  |  |  |  | 1 |

# Supplementary material for: Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers
**Source:** BMC Biol. 2014 Dec 21;12:109. doi: 10.1186/s12915-014-0109-x
**Supplement:** Additional file 6: Figure S3. — Characteristic topological relationships between the transcription factor binding sites (TFBS) and nucleosome occupancy. There are four types of nucleosome occupancy patterns around the TFBS as defined in Figure 3. For simplicity, this figure only shows mouse iPS cell lines S8, T2 and their biological replicates with high reproducibility.

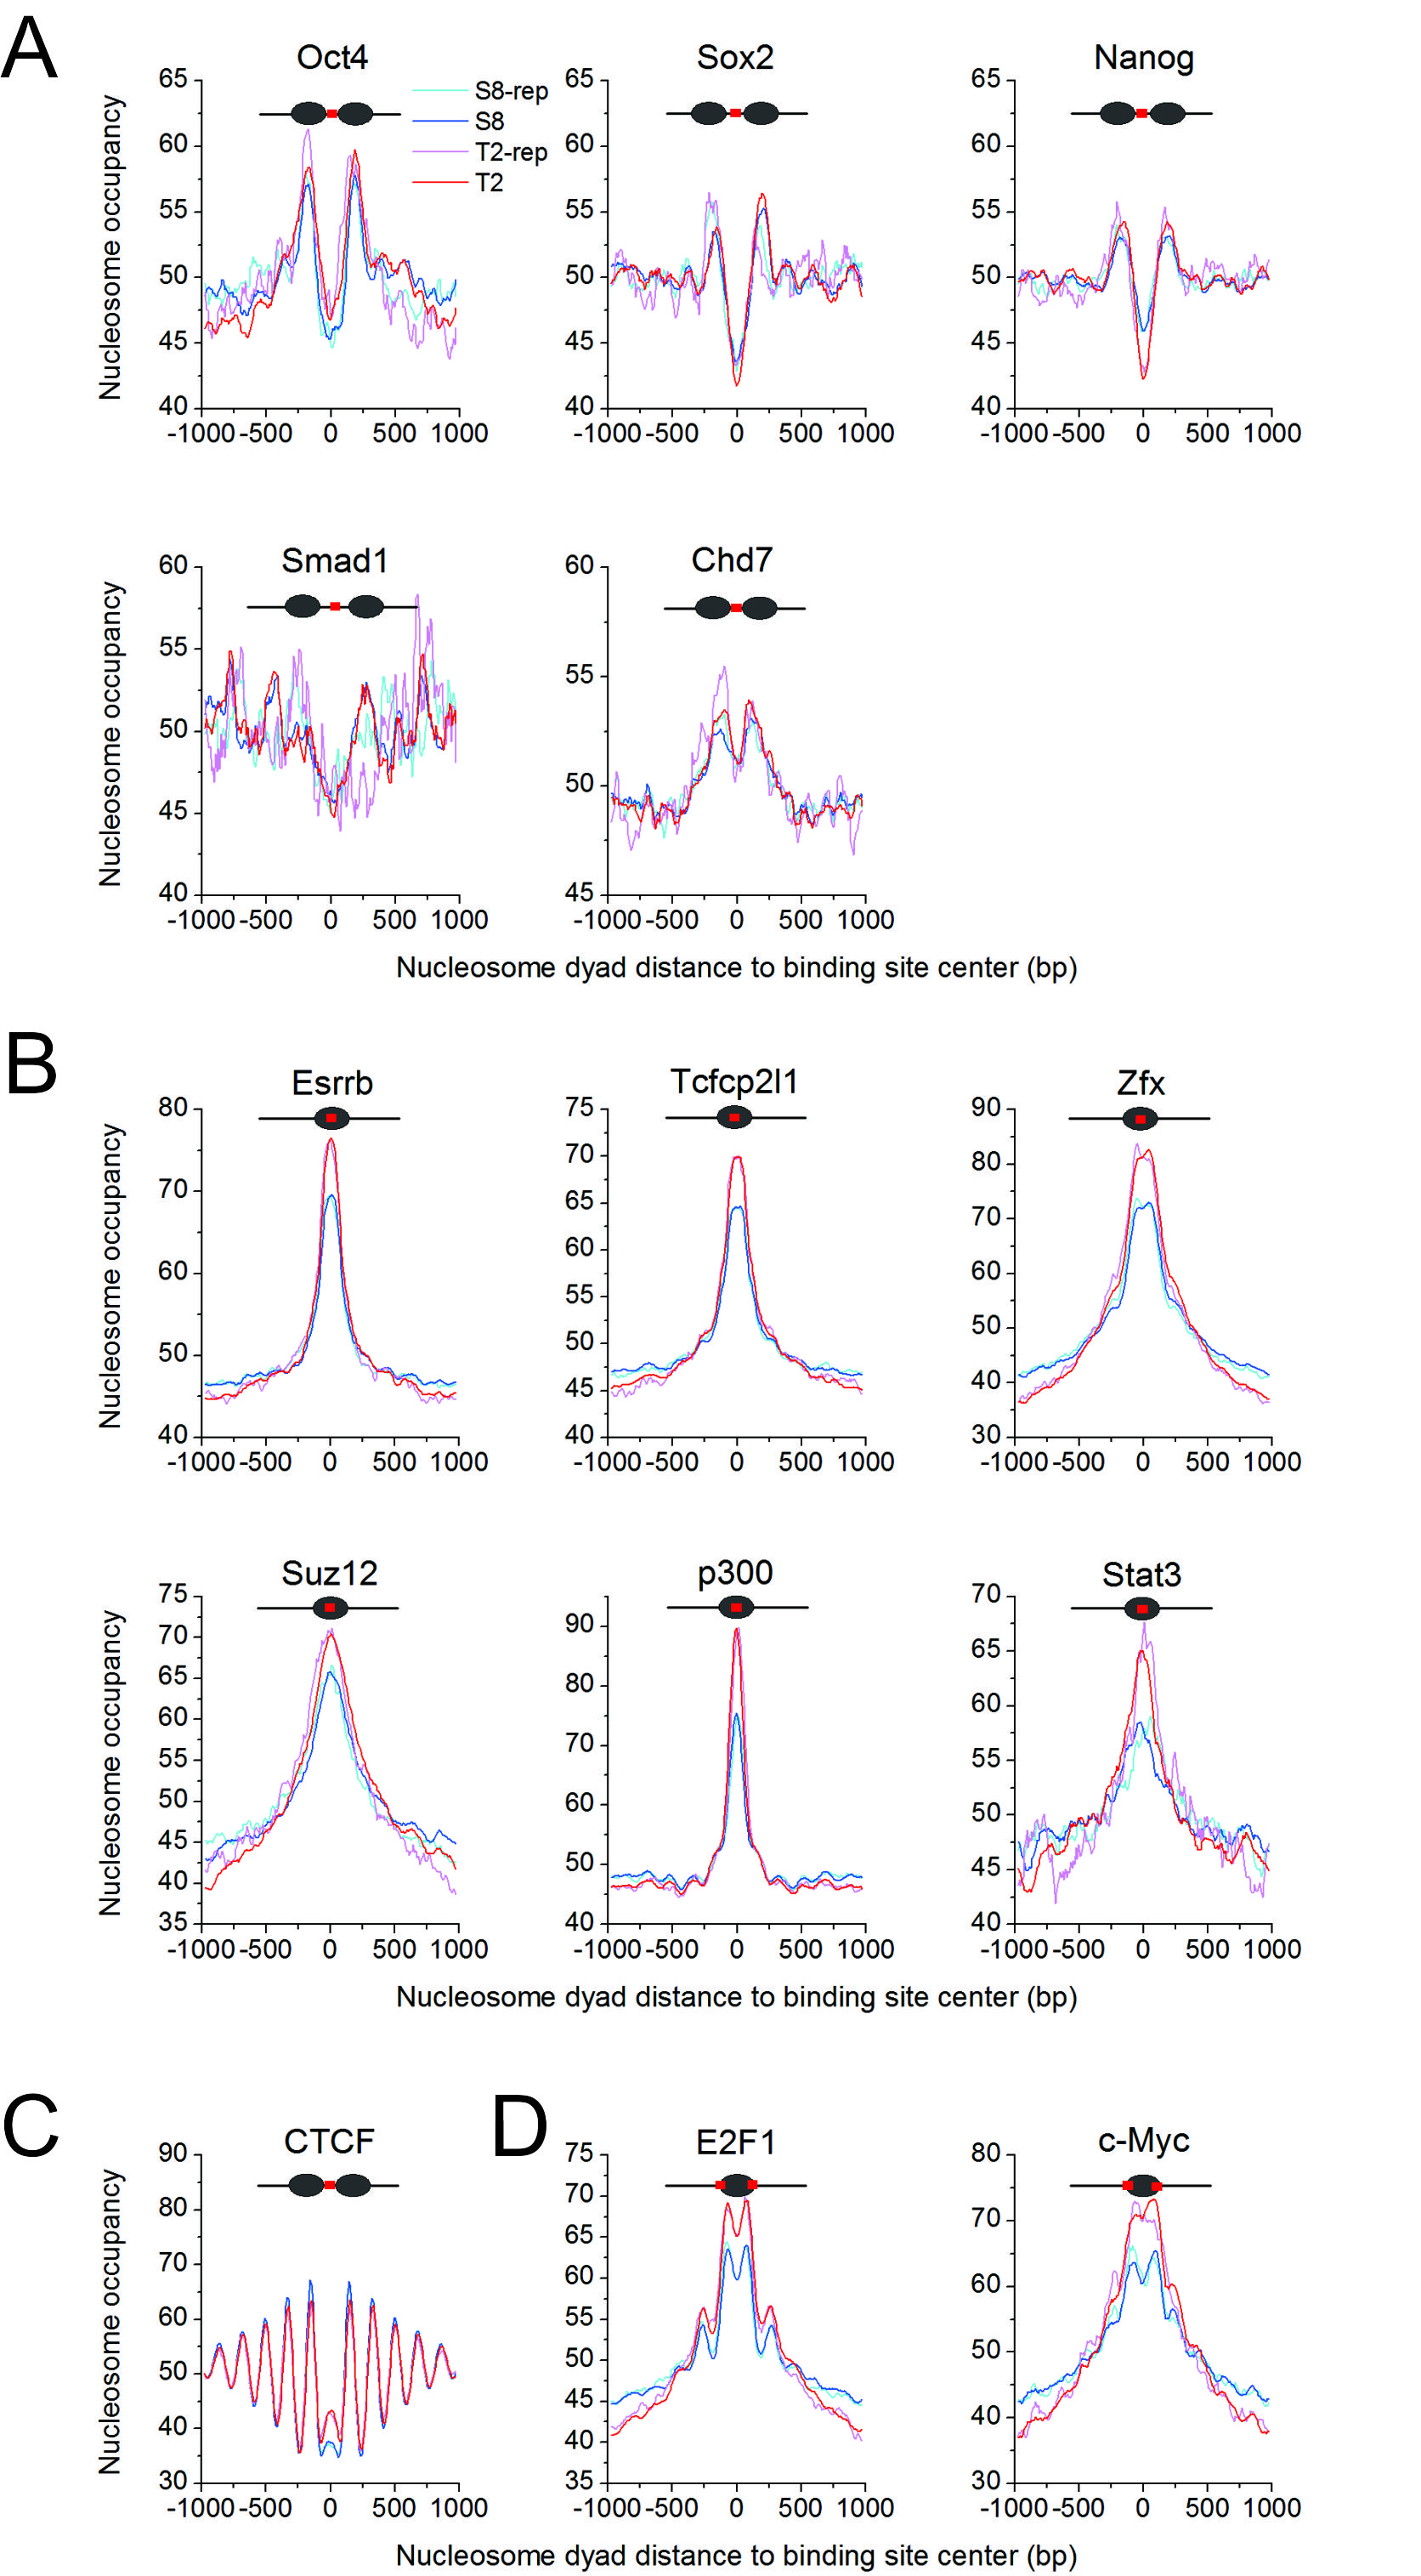

**Figure S3** **Characteristic topological relationships between the transcription factor binding sites (TFBS) and nucleosome organization.**

There are four types of nucleosome occupancy patterns around the TFBS as defined in Figure 3 (**ABCD**). For simplicity, here only shows mouse iPS cell lines S8, T2, and their biological replicates with high reproducibility.

# Supplementary material for: Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers
**Source:** BMC Biol. 2014 Dec 21;12:109. doi: 10.1186/s12915-014-0109-x
**Supplement:** Additional file 7: Figure S4. — Nucleosome occupancy at classified loci. Nucleosome occupancy is similar to each other in the ESC R1 and iPSCs. Transcripts from RefSeq are shown under the tracks. Pluripotency transcription factors Oct4, Sox2, Klf4, Myc, Nanog, Lin28a; tissue-specific genes Hoxa9, Igf1r, Krt5 and Pgc.

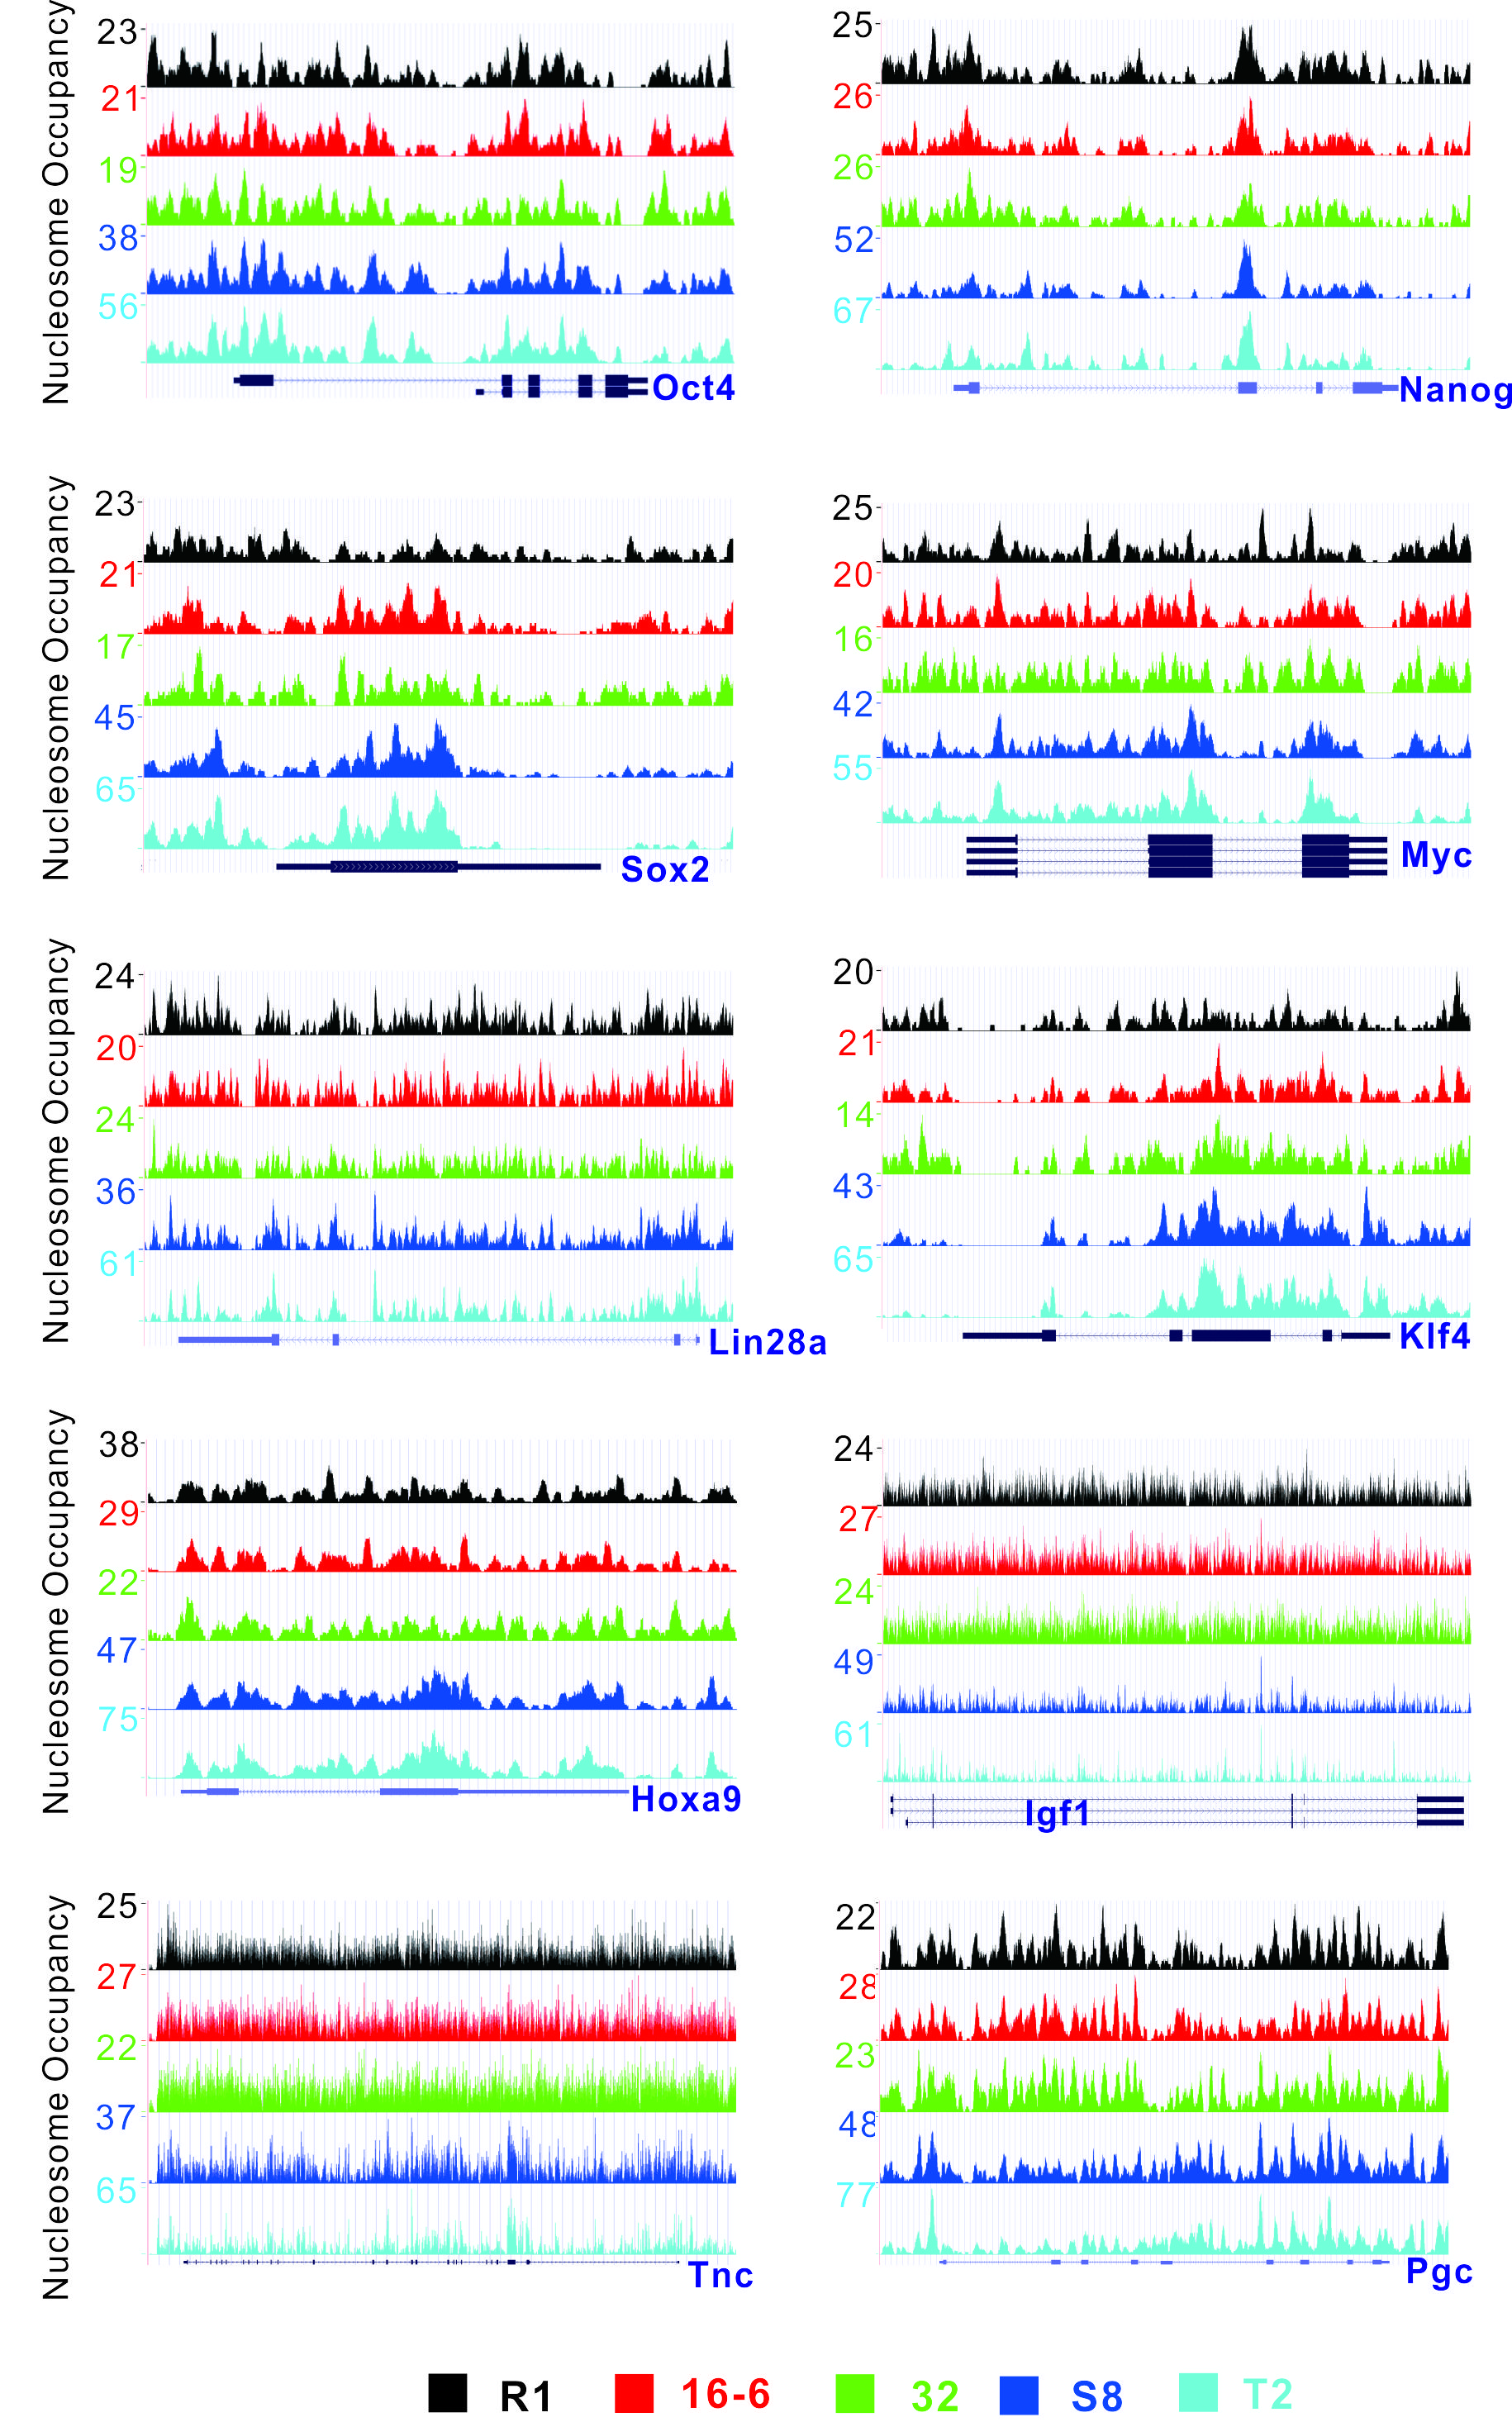

**Figure S4** **Nucleosome occupancy at classified loci.**

Nucleosome occupancy is similar to each other in the ESC R1 and iPSCs. Transcripts from RefSeq are shown under the tracks. Pluripotency transcription factors Oct4, Sox2, Klf4, Myc, Nanog, Lin28a; tissue-specific genes Hoxa9, Igf1r, Krt5, and Pgc.

# Supplementary material for: Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers
**Source:** BMC Biol. 2014 Dec 21;12:109. doi: 10.1186/s12915-014-0109-x
**Supplement:** Additional file 8: Table S4. — The number of RNA-seq reads.

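Table S4 counts the sequenced reads of each RNA-seq library and those that matched the genome at a unique place with few mismatches. It lists 2 libraries for R1, 16-6 and 32 and 1 for S8 and T2. S8 and T2 have 91722592 and 97658608 reads, of which 70.3% and 71.39% mapped uniquely, against 84.52% to 86.62% in the other libraries. The fragments implied by the confidence limits of the deposited FPKM come to 75.2% to 78.6% of the uniquely mapped reads in R1, 16-6 and 32, but to 25.6% in S8 and 23.9% in T2. The additional reads listed for S8 and T2 therefore do not appear as additional precision in the FPKM.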

**Table S4** The number of RNA-seq reads.

| Cell line | Replicate | Total Read | Uniquely Mapped Read | Percentage of Uniquely Mapped (%) |
| --- | --- | --- | --- | --- |
| R1 | rep1 | 24,190,976 | 20,578,373 | 85.07 |
| R1 | rep2 | 25,177,057 | 21,504,776 | 85.41 |
| 16-6 | rep1 | 23,918,551 | 20,627,307 | 86.24 |
| 16-6 | rep2 | 23,840,419 | 20,651,569 | 86.62 |
| 32 | rep1 | 24,198,252 | 20,452,803 | 84.52 |
| 32 | rep2 | 24,660,561 | 20,949,728 | 84.95 |
| S8 | rep1 | 91,722,592 | 64,484,659 | 70.30 |
| T2 | rep1 | 97,658,608 | 69,721,299 | 71.39 |

Note: ≤2 mismatches are allowed.

# Supplementary material for: Nucleosome organizations in induced pluripotent stem cells reprogrammed from somatic cells belonging to three different germ layers
**Source:** BMC Biol. 2014 Dec 21;12:109. doi: 10.1186/s12915-014-0109-x
**Supplement:** Additional file 9: Table S5. — The number of MNase-seq reads.

**Table S5** The number of MNase-seq reads.

| Cell line | Total Read | Uniquely Mapped Reads | Percentage of Uniquely Mapped (%) |
| --- | --- | --- | --- |
| R1 | 271,251,960 | 203,212,347 | 74.92 |
| 16-6 | 334,334,498 | 251,304,249 | 75.17 |
| 32 | 334,106,071 | 244,703,163 | 73.24 |
| S8 | 331,310,014 | 248,404,203 | 74.98 |
| T2 | 313,928,278 | 228,693,379 | 72.85 |
| 16-6-rep | 333,502,298 | 205,575,558 | 61.64 |
| 32-rep | 396,253,357 | 256,097,439 | 64.63 |
| S8-rep | 323,493,550 | 242,569,243 | 74.98 |
| T2-rep | 331,629,719 | 242,133,802 | 73.01 |

Note: ≤2 mismatches are allowed.

How the deposited data were processed for this re-analysis (not part of the article)

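RNA was sequenced from the mouse ESC line R1 and the secondary iPSC lines 16-6, 32, S8 and T2. Lines and replicates were assigned from the sample labels and Table S4, which give 2 libraries for R1, 16-6 and 32 and 1 library for S8 and T2. The MNase-seq and qPCR experiments are not in the files analysed here.

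The authors mapped the reads to the UCSC genes of mm9 with TopHat 2.0.4, kept unique alignments, and computed the deposited FPKM and their confidence limits with Cufflinks 2.0.2. The paper names the unit RPKM. The options of Cufflinks are not stated, and the deposited FPKM sum to 1.14408e+10 to 1.60283e+10 per library with an almost equal upper quartile. The 8 files were joined on gene name, locus and transcription start site, which gave 22878 rows present in every file. Every value was divided by 12725.7, a rule set before the files arrived, which brings the median library total to 1000000. FPKM below refers to these values. Coordinates are those of the files in mm9, counted from 1. The files count starts from 0, since 429 of 588 short RNA genes matched the annotation of the same genome build that way and 10 matched otherwise.

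Counts were not in the files. The number of fragments behind each value was estimated as the square of 2 × FPKM / (upper limit − FPKM), which holds where sampling noise is the only uncertainty. In units of 1000000 it came to 15.5 to 16.7 per library. A gene with few fragments is known with little precision, and the median gene at 0 in some lines only had 2 fragments in its highest library.

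Spearman correlations were computed across all genes, between single libraries and between the means of each line. Silent genes were those with a mean FPKM of 0. For tests, genes with an FPKM of at least 1 in at least 1 library were kept (13693 genes), and log2(FPKM + 1) was fitted with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3. All 8 libraries in 5 groups entered the fit, with 3 residual degrees of freedom from the replicates of R1, 16-6 and 32. Contrasts were each iPSC line and the mean of the iPSC lines against R1, and 16-6 against 32. Genes past the threshold had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 difference of at least 1. As no group had more than 2 libraries, regrouping of samples was not informative. The remaining steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

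The genes named in the text, or the rule that picks them from the data, were set before the files arrived. They are the pluripotency and tissue-specific genes whose expression the paper names, and the 5 genes with the largest difference between the mean of the iPSC lines and R1 among those past the threshold with all iPSC libraries on the same side of both R1 libraries. Fibroblast, Y-linked, Xist and Dlk1-Dio3 genes serve only for checks after the paper. The FPKM of rows that share a gene name would be summed for a named gene, but each had 1 row.

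The fit was tested on simulated data with 200 changed genes. With the noise of a typical gene, 100% of the changed genes were recovered with 0 false calls. That noise model was chosen after a model based on mean squares, which the few genes far apart between replicates inflate, had recovered fewer than a preset minimum. Both are reported, and the mean square model recovered 71.5% with 2 false calls.

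The alternatives were pseudocount 0.1, other filters on low values, quantile normalization, no fold minimum, eBayes without a trend, leaving out each replicate, and a replicate block. Their effects are given after the paper. Transcript length and GC content came from the longest coding transcript of each gene in the reference annotation, matched for 94.7% of the tested genes.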

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

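Among 41 measures compared over the 4 iPSC lines (numbers of silent and differing genes, correlation with R1, and log2(FPKM + 1) of each named gene), 7 had a line far from the other 3. Chance alone would give about 2 if the measures were independent and continuous. They are not, so these counts do not show an excess. The gap to the nearest line, as a share of the whole range, was 0.865 for Myc (32 lowest), 0.958 for Hoxa9 (16-6 highest), 0.925 for Slc4a1 and 0.912 for Pgc (both with 32 highest). It was 1 for Mir692-1 (32 highest) and for Snord91a and Mir1945 (16-6 highest), genes that were 0 in the other iPSC lines. For these genes any signal in 1 line gives a gap of 1. The range of Myc was small, from an FPKM of 27.7 in 32 to 31.12 in T2, and Slc4a1 stayed below an FPKM of 1, so neither was followed further. The difference of Pgc was larger, 3.55 ± 0.3 (SD, n = 2) in 32 against 1.32 ± 0.09 (SD, n = 2) in 16-6. It was 1.42 in S8 and 1.46 in T2 (no replicates). R1 had 3.39 ± 0.41 (SD, n = 2), so 32 stood at the level of R1 and the other iPSC lines below it. Pgc is a gene of the stomach, the origin of T2. No biological explanation was tested for Pgc.

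Hoxa9 was flagged as highest in 16-6, the line of hematopoietic origin, with a log2 difference from R1 of 0.92 (limma adjusted p = 0.00112) in 2 of 2 libraries. Both explanations were written after the values were seen. If expression had been retained from the tissue of origin, the other bone marrow gene, Slc4a1, would be higher in 16-6 too, but its log2 difference from the mean of the other iPSC lines was -0.157. With 2 and 3 implied fragments in 16-6, Slc4a1 is too low for this to weigh on retained expression, which remains open. If the RNA came from feeder fibroblasts, the 5 lines would stand in the same order for Hoxa9 as for the fibroblast markers, but only 3 of the 5 ranks matched, with S8 and T2 (FPKM 0.13 and 0.12) exchanged. The values of S8 and T2 are too close for their order to weigh much, so carried-over RNA may still contribute.

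For 7 named genes the difference from R1 was of opposite sign in 16-6 and 32 and past the threshold (at least 2-fold, with a limma adjusted p below 0.05) in both lines and between them. Other genes, such as Col6a3, Hoxa9, Nanog, Meg3 and Rian, also had opposite signs, but with less than a 2-fold change in at least 1 of these lines. The log2 difference between 16-6 and 32 was 5.14 for Tnc, 4.31 for Col1a1, 4.87 for Col1a2, 4.65 for Postn, 4.49 for Thy1, 3.6 for Fbn1 and 4.02 for Loxl1, each with 16-6 above and 32 below R1 in 2 of 2 libraries. The limma adjusted p ranged from 1.05e-06 for Thy1 to 6.62e-06 for Loxl1. All but Tnc are fibroblast markers listed before the files arrived. The paper cultured ESCs and iPSCs on mouse embryonic fibroblasts, so carried-over feeder RNA is a candidate explanation. All 10 markers were lower in 32 than in R1, with a median log2 difference of -3.23 (Fisher's exact test for their share among the differing genes, p = 7.7e-11). In S8 all 10 were lower as well (median -1.33, exact p = 0.015), and so were they in the mean of the iPSC lines (median -0.82, exact p = 0.0026). In 16-6 the median was 1.24, but 7 markers were higher and 3 lower, and in T2 it was -0.49 with 2 higher and 8 lower. The markers were over-represented among the differing genes in 16-6 (Fisher's exact test, p = 2.5e-08) and in T2 as well. These lines depart from the prediction of a shift in 1 direction. Tnc, an epidermis gene in the paper, followed the fibroblast markers in all 5 of the 5 line ranks, a check written after its values were seen. A single pool of feeder RNA in different amounts would shift all markers alike. It does not explain the opposite shifts of Dcn and Col1a1 in 16-6, nor S8, where the log2 difference was -4.13 for Dcn but -0.08 for Col1a1. In 32 the shifts were all downward but uneven, -6.92 for Dcn and -2.6 for Col1a1, so carried-over RNA may contribute there without accounting for all of the change. Feeder batches that differ, and fibroblast-like cells arising within a culture, were not tested.

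Snord82 had no signal in either R1 library and was above 0 in all 6 iPSC libraries, with a log2 difference of 8.55 (limma adjusted p = 4.74e-05). The paper does not discuss such genes. It spans 68 bases, and the iPSC values rest on 1 or 2 implied fragments per library. Of the 5 genes with the largest changes, 3 had at most 10 implied fragments in every library, which was checked after the values were seen. Few fragments on very short genes may therefore explain Snord82, Snord91a and Mir1945. Mir692-1 (48 and 37 fragments in R1, at most 1 elsewhere) and Mir762 (up to 15.2 fragments in T2) are not covered by it. The library protocol selects polyadenylated RNA, so fragments at these loci need not come from the mature small RNA. No biological explanation was tested.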

How the results depend on the processing

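All alternatives were set before the processed files arrived, except the fit with 16-6 counted as 1 sample and, for the named genes, the leave-one-out and replicate block fits, which were chosen after seeing the data. Of 281 rows for alternative settings, 229 left the result unchanged. Each of the 18 main results changed under at least 1 of them.

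The lowest correlations depend on which genes enter. Without genes at 0 in every library, the lowest rho fell from 0.949 to 0.9365 between R1 and an iPSC line and from 0.9504 to 0.938 between iPSC lines. With genes of FPKM at least 1 in at least 1 library it fell to 0.9005 and 0.8988, since genes at 0 tie at the same rank and the low genes add range. Pearson's r of log2(FPKM + 1) gave 0.954 and 0.9529, and 0.984 in place of 0.9709 for the lowest replicate pair. Leaving out each replicate gave 0.9486 to 0.9506 for R1 and an iPSC line and 0.9491 to 0.9516 between iPSC lines.

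With silent genes defined by an FPKM below 1, their number rose from 4691 to 10110 in R1, from 4927 to 10440 in 16-6, from 5371 to 11045 in 32, from 5910 to 10770 in S8 and from 5801 to 10615 in T2. Genes silent in all 5 lines rose from 3612 to 5726 below 0.1 and to 9347 below 1. Many genes thus lie where a few fragments decide between silent and active. Leaving out each replicate gave 5341 to 5350 silent genes in R1, 5631 to 5668 in 16-6, 6114 to 6121 in 32, and 3689 to 3780 in all 5 lines.

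Pseudocount 0.1, which lets low genes reach a 2-fold change, raised the genes that differ from R1 from 974 to 1690 in 16-6, from 1338 to 2258 in 32, from 1437 to 2198 in T2 and from 878 to 1664 for the mean of the iPSC lines. The median number of genes 2-fold apart rose from 123 to 271 between replicates and from 1531 to 2354 between lines. Requiring an FPKM of at least 1 in every library removes genes that are absent from some lines. It left 565 genes for 16-6, 740 for 32, 940 for T2, 462 for the mean of the iPSC lines and 859 between 16-6 and 32 (1412 in the main fit), and medians of 16 and 812 genes 2-fold apart. With no fold minimum, 7610, 8428, 9127 and 7932 genes differed from R1 in 16-6, 32, S8 (2283 in the main fit) and T2. The mean of the iPSC lines then differed from R1 in 8907 genes and 16-6 from 32 in 8265. Replicates were nearly as close as sampling noise allows, so small differences can pass. Whether this accounts for the whole rise was not tested.

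Leaving out each replicate gave 973 to 1015 genes for 16-6, 1336 to 1414 for 32, 2243 to 2403 for S8, 1421 to 1515 for T2, 883 to 950 for the mean of the iPSC lines and 1410 to 1444 between 16-6 and 32, and a median of 1527 to 1540 genes 2-fold apart between lines. Quantile normalization, eBayes without a trend, no filter, and the replicate block (971 genes for 16-6, 1342 for 32, 1413 between them) kept all total counts within 1.5 times the main fit. Quantile normalization did change the direction of the genes in 32, from 211 higher and 1127 lower than R1 to 413 and 731. For 16-6 against 32 it changed 1263 higher and 149 lower genes to 974 and 260. S8, T2 and the mean of the iPSC lines shifted the same way, the mean from 254 higher and 624 lower genes to 358 and 492. The excess of lower genes in 32, S8, T2 and the mean therefore depends in part on the normalization. Counting 16-6 as 1 sample also kept all total counts within 1.5 times the main fit. Replicate numbers did not pair the samples (mean correlation -0.023), so the replicate block has little to remove.

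The tissue-of-origin score turned from 0.093 to -0.077 when each gene was scaled to unit SD, and rose to 0.401 with pseudocount 0.1, which gives low genes more weight (exact permutation test, p = 0.625 and 0.25). It was 0.056 with quantile normalization and ranged from 0.068 to 0.117 with each replicate of 16-6 and 32 left out. In the main setting its positive sign rests on Hoxa9, which exceeded the other iPSC lines by 1.377 in its own line. Among the named genes, the difference of the iPSC mean from R1 reversed for Pou5f1 (0.18 to -0.03) and Hoxa9 (-0.11 to 0.14) with quantile normalization. With the replicate block, which leaves out S8 and T2, it was -0.12 for Pou5f1, 0.36 for Nanog (-0.26 in the main fit) and 0.22 for Hoxa9. A further 12 rows, for Ghrl, Snord91a and Mir1945, fell below the threshold. These genes have few fragments.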

Differences from the paper's values

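Figure S1B gives a correlation of about 0.93 for the replicates of R1, read by eye, where the Spearman rho computed from the files was 0.9743. For 16-6 the paper's value is about 0.98 in Figure S1B against 0.9742, and for 32 about 0.96 in Figure S1B against 0.9709. Each gap exceeds the SD of 0.0019 between the replicate pairs, but that SD does not measure the error of reading the figure. The legend of Figure S1B names no type of correlation. For R1 the alternatives set before the files arrived gave 0.9711 with genes of FPKM at least 1 in at least 1 library, 0.9728 without genes at 0 in every library and 0.984 with Pearson's r of log2(FPKM + 1). For 16-6 they gave 0.9748, 0.9743 and 0.9854, and for 32 they gave 0.9725, 0.971 and 0.9853. None of the alternatives came as low as the figure for R1 or 32. For 16-6 they lay on both sides of about 0.98, so its gap may come from the reading or the type of correlation. In Figure S1B R1 has the lowest correlation. Here 32 had the lowest with all genes and without genes at 0 in every library, but R1 had the lowest with the filter at an FPKM of 1 and with Pearson's r.

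The paper's lower bound for the pairwise correlation of the 5 lines, 0.95, was met within the spread between libraries, the lowest rho being 0.949 between S8 and R1. The paper describes Igf1 as highly expressed in S8 and as similar in R1, 32, 16-6 and T2, with reference to its qPCR. In the RNA-seq files S8 had the lowest FPKM of Igf1, 0.03 (no replicate), against 0.91 ± 0.08 (SD, n = 2) in R1, 0.68 ± 0.02 (SD, n = 2) in 32, 0.45 ± 0.01 (SD, n = 2) in 16-6 and 0.3 in T2 (no replicate). All of these are below 1 and rest on at most 28.6 implied fragments. The methods state that the cell lines were sequenced in biological replicates, while the labels and Table S4 list 1 library each for S8 and T2.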

Other observations

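The closest lines were S8 and T2. The rho between S8 and T2 was 0.9706, against at most 0.9618 for either with another line. T2 did not stand apart from the rest, since its rho was 0.9618 with 32 and 0.9603 with 16-6, above the 0.9551 of 16-6 with 32. R1 correlated better with 16-6 and 32 than with S8 and T2 by 0.0081, above the SD of 0.0039 of the rhos between R1 and iPSC libraries, as predicted beforehand for a difference in depth or library batch. This gap compares means of 2 libraries for 16-6 and 32 with single libraries of S8 and T2. From single libraries throughout it was 0.004, about the size of the SD, so the evidence from R1 is weak, while the closeness of S8 to T2 (at most 0.9619 for either with another single library) does not depend on averaging. A grouping by germ layer predicted that 16-6 and 32 would be closer to each other than to R1, but their rho was lower by 0.0046 (difference -0.0046). These mesodermal lines were also the extremes for the fibroblast markers, so the lower rho alone cannot exclude a germ-layer component. Bias with GC content was examined after the values were seen. Across 12963 genes, the Spearman rho between GC content and the log2 difference from R1 was 0.365 for S8 and 0.186 for T2, against 0.126 for 16-6 and -0.054 for 32. Between the replicates of R1 it was 0.086, so the value of T2 is a modest one. In S8 the median log2 difference rose from -0.314 in the lowest of 4 groups of genes ordered by GC content to 0.351 in the highest. With transcript length the rho was -0.344 for S8 but -0.029 for T2, against at most 0.067 in size for 16-6 and 32. It was -0.073 between the replicates of R1. A library batch with another GC bias is a candidate explanation for the closeness of S8 and T2 and for the larger number of genes that differ in S8. A biological similarity of these lines cannot be told apart from it.

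Table S4 lists about 3 times as many uniquely mapped reads for S8 and T2, and a deeper library would have fewer genes at 0. T2, the lower of the pair, had 5801 genes at 0, and 4 of the 6 other libraries had fewer. The fragments implied by the confidence limits, 16.5 in S8 and 16.7 in T2 against 15.5 to 16.4 elsewhere in units of 1000000, show no larger depth in the files. The number of genes at 0 is therefore not explained by the listed depth.

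Replicate libraries were checked for repeated sequencing of the same RNA. The variance of implied fragments was 1.34 times Poisson noise for R1, 1.08 for 16-6 and 1.29 for 32, where at most 1.1 was predicted beforehand for repeated sequencing. Only 16-6 falls under this limit, although a chi-square test still found a difference (p = 7.9e-05). Replicates of R1 and 32 differ by more than sequencing noise, but by far less than the 10.07 or more between lines. Replicates taken from the same culture may explain such a small excess over 1.08 to 1.34, and the limma p-values then describe differences between cultures rather than between lines.

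Y-linked genes were lowest in 32. Ddx3y had an FPKM of 1.46 ± 0.59 (SD, n = 2) in 32 and 24.27 ± 0.64 (SD, n = 2) in R1, and Eif2s3y 8.29 ± 0.05 (SD, n = 2) against 91.57 ± 4.18 (SD, n = 2). Both genes were below R1 in the other iPSC lines too, so a reduction was not particular to 32. Ddx3y was 9.18 ± 0.38 (SD, n = 2) in 16-6, and 7.67 in S8 and 13.25 in T2 (no replicates). Eif2s3y was 25.7 ± 3.74 (SD, n = 2) in 16-6, 46.94 in S8 and 31.96 in T2. Kdm5d was about as low in S8 (0.07) as in 32 (0.06). An additional X chromosome in place of the Y predicted, before the result was seen, a higher median for X-linked genes than for any autosome. The X-linked median log2 difference between 32 and R1 was 0.026, within the autosomal range of -0.032 to 0.099. RNA of male feeder cells predicted the same order of lines as for the fibroblast markers, but only 2 of the 5 ranks matched. That prediction was written after the values were seen. Loss of the Y chromosome in part of the cells, or a single X chromosome without a Y, was not tested and may remain. Xist was 24.45 ± 3.97 (SD, n = 2) in R1 and 8.35 ± 0.44 (SD, n = 2) in 32. In 16-6 it was 22.63 ± 0.77 (SD, n = 2). It was lower still in S8 (5.44) and T2 (5.25), without replicates, so a low value was not particular to 32. All 22843 bases of the Xist gene lie within the antisense gene Tsix, and the files give no strand.

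A gain or loss of a whole chromosome was tested by the median log2 difference from R1 of the genes on each chromosome. The largest departure from the other chromosomes was 0.279, for chromosome 7 in S8 (874 genes), under the limit of 0.3 set beforehand. The departures in 16-6, 32 and T2 were -0.093, -0.077 and 0.11 at most. Given the GC bias of S8, the value on chromosome 7 may reflect GC content, for which the rho was 0.365.

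Among the Dlk1-Dio3 genes, Meg3 had an FPKM of 155.25 ± 5.11 (SD, n = 2) in R1, 216.17 ± 2.7 (SD, n = 2) in 16-6, 73.3 ± 0.83 (SD, n = 2) in 32, 94.75 in S8 and 143.42 in T2 (no replicates). Rian ranged from 95.36 in S8 to 280.58 in 16-6, so that neither gene was shut off in any line. Dlk1 fell from 14.74 ± 0.2 (SD, n = 2) in R1 to 0.62 ± 0.02 (SD, n = 2) in 32. It was lower than R1 in the other iPSC lines too. There it was 5.25 ± 0.31 (SD, n = 2) in 16-6, 2.03 in S8 and 2.3 in T2 (no replicates).

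The paper reports from qPCR that the pluripotency genes did not differ between ESCs and iPSCs. In the RNA-seq files, Lin28a was higher than R1 in every line, with an FPKM of 176.79 ± 11.98 (SD, n = 2) in R1, 226.35 ± 7.51 (SD, n = 2) in 16-6, 291.97 ± 9.51 (SD, n = 2) in 32, 387.36 in S8 and 366.66 in T2. In Fig. 1C of the paper the qPCR bars of Lin28a stand at or below R1. Nanog was 324.03 in 32 and 80.76 in S8, where the log2 difference from R1 was 0.88 and -1.11 (limma adjusted p = 9.24e-05 and 1.01e-04). Pou5f1 was 1020.2 in S8, a log2 difference of 0.72 (limma adjusted p = 3.5e-04). The values of S8 have no replicates, and the RNA may not come from the cultures used for qPCR.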
